# Resolvin E1-ChemR23 Axis Regulates the Hepatic Metabolic and Inflammatory Transcriptional Landscape in Obesity at the Whole Genome and Exon Level

**DOI:** 10.3389/fnut.2021.799492

**Published:** 2021-12-24

**Authors:** Abrar E. Al-Shaer, Anandita Pal, Saame Raza Shaikh

**Keywords:** resolvin E1, ChemR23, ERV1, exon level analysis, hepatic transcriptome, eicosapentaenoic acid, obesity

## Abstract

Resolvin E1 (RvE1) is an immunoresolvent that is synthesized from eicosapentaenoic acid and can bind the receptor ERV1/ChemR23. We previously showed activation of the RvE1-ChemR23 axis improves hyperglycemia and hyperinsulinemia of obese mice; however, it remains unclear how RvE1 controls glucose homeostasis. Here we investigated hepatic metabolic and inflammatory transcriptional targets of the RvE1-ChemR23 axis using lean and obese wild type (WT) and ChemR23 knockout (KO) mice. We conducted an in-depth transcriptional study by preforming whole gene-level and exon-level analyses, which provide insight into alternative splicing variants and miRNA regulation. Compared to controls, WT and KO obese mice in the absence of RvE1 displayed similar gene-level profiles, which entailed dysregulated pathways related to glucose homeostasis. Notably, obese WT mice relative to lean controls showed a robust decrease in pathways related to the biosynthesis of unsaturated fatty acids. At the exon-level, obese ChemR23 KOs compared to obese WT mice displayed changes in pathways related to hepatic lipid transport, cholesterol metabolism, and immunological functions such as complement cascades and platelet activation. Importantly, upon RvE1 administration to WT obese mice, we discovered upregulated genes in pathways relating to insulin sensitivity and downregulated genes related to regulators of TGF-β signaling. This transcriptional profile was generally not recapitulated with obese ChemR23 KO mice administered RvE1. Collectively, gene and exon-level analyses suggest RvE1 controls the hepatic transcriptional profile related to glucose homeostasis, insulin sensitivity, and inflammation in a manner that is largely dependent on ChemR23. These studies will drive future mechanistic experiments on the RvE1-ChemR23 axis.

## Introduction

Specialized pro-resolving mediators (SPMs) are highly potent oxylipins that are enzymatically synthesized from polyunsaturated fatty acid (PUFAs) (1–3). SPMs of the resolvin, protectin, and maresin family are predominately generated from the long chain n-3 PUFAs eicosapentaenoic (EPA) and docosahexaenoic (DHA) acids (2). SPMs known as lipoxins can also be produced from arachidonic acid, an n-6 PUFA (4, 5). Functionally, SPMs have a critical role in driving the resolution of inflammation and returning damaged tissues to homeostasis across a range of diseases (2, 6). Notably, increasing the concentration of SPMs, either through the diet with PUFA consumption or upon direct SPM administration, improves several complications associated with diet-induced obesity (2, 7–10). These complications include atherosclerosis, insulin resistance, wound healing, and even the response to viral infection (7, 10–13).

Several research groups have reported the importance of the resolvin E1 (RvE1)-ERV1/ChemR23 axis for improving metabolic outcomes related to obesity (10, 12, 14, 15). ERV1/ChemR23 is of interest as it is G-protein coupled receptor that binds RvE1 in addition to the adipokine chemerin (16, 17). To exemplify the importance of this pathway, targeted deletion of ERV1/ChemR23 in mouse models of hyperlipidemia drove pro-atherogenic signaling, which was reversed upon activation of this pathway with either dietary EPA intervention or treatment with RvE1 (12). Gain-of-function studies also underscore the importance of this pathway; for instance, overexpression of ERV1/ChemR23 in myeloid cells prevented hyperglycemia and hepatic steatosis (15). Our laboratory previously reported that obesity drove a tissue-specific deficiency in 18-hydroxyeicosapentaenoic acid, which is the precursor for RvE1 (10). Importantly, RvE1 administration to obese mice improved hyperinsulinemia and hyperglycemia in an ERV1/ChemR23-dependent manner (10).

There are several cellular mechanisms by which SPMs such as RvE1 exert their biological activity. For instance, RvE1, similar to other resolvins, triggers phenotypic switching of macrophage polarization toward a pro-resolution phenotype (18). Furthermore, RvE1 improves the phagocytic capacity of neutrophils in models of type 2 diabetes (14). However, a major gap in knowledge of our understanding of SPMs including RvE1 is how do these potent metabolites control the genome. This is an important question as there is increasing appreciation that diseases such obesity are highly heterogenous and therapeutic approaches are likely to dependent on the interactions between a given intervention and the host genome (19). Therefore, in this study, we used obese C57BL/6J and ERV1/ChemR23 knockout (KO) mice to study the role of ChemR23 in controlling the liver transcriptome. We focused on the liver given its critical function in maintaining glucose homeostasis. First, we studied the impact of the high fat diet and the loss of ChemR23 itself on the hepatic transcriptional landscape relative to controls. Next, we investigated the role of RvE1 on the liver transcriptome in obese WT and KO mice. The approach relied on gene and exon-level RNAseq analyses, which provided a deeper analysis at the level of gene splicing variants and miRNA regulation. These studies provide the first evidence of how the RvE1-ChemR23 axis controls the hepatic genome in the context of diet-induced obesity.

## Materials and Methods

### Animal Models

All murine experiments followed IACUC guidelines established by The University of North Carolina at Chapel Hill. Euthanasia was performed via isoflurane inhalation followed by cervical dislocation. The ChemR23 knockout (KO) mice were generated by the CRISPR/Cas9-mediated genome editing on a C57BL/6J background as described in our previous work (10). All studies relied on wild type (WT) littermate controls. Male ChemR23 KO and WT mice were fed a lean control (10% kcal from lard, Envigo TD.160407) or high-fat (HF) (60% kcal from lard, Envigo TD.06414, Indianapolis, IN) diet starting at 6 weeks of age for 15 consecutive weeks.

### RvE1 Treatment & Tissue Harvesting

After 15 weeks of intervention with a high fat diet, mice were intraperitoneally administered either 300ng of RvE1 or a vehicle control for four consecutive days as previously described (10). All tissues were harvested on day 5 after the four days of administration were completed. All mice were fasting for at least four hours upon tissue harvest, and livers were dissected, and flash frozen in liquid nitrogen and then stored at −80°C for RNA sequencing. A total of seven mice per group (WT lean, WT obese, KO lean, KO obese, WT obese+RvE1, KO obese+RvE1) were used for RNA-sequencing. Mice that were not injected with RvE1 received PBS+ethanol vehicle control injections. The ETOH concentration in the vehicle controls matched the RvE1 solvent solution.

### Liver RNA Sequencing

All RNA analytes were assayed for RNA integrity, concentration, and fragment size. Samples for total RNA-Seq were quantified on a TapeStation system (Agilent, Inc. Santa Clara, CA, USA). RNA Integrity score (RIN) averaged at 7.4. Samples with RINs > 7.0 were considered high quality. Total RNA-Seq library construction was performed from the RNA samples using the TruSeq Stranded RNA Sample Preparation Kit and bar-coded with individual tags following the manufacturer's instructions (Illumina, Inc. San Diego, CA). Libraries were prepared on an Agilent Bravo Automated Liquid Handling System. Quality control was performed at every step and the libraries were quantified using a TapeStation system. Indexed libraries were prepared and run on the NovaSeq 6000 to generate an average of 35 million reads per sample. The raw Illumina sequence data were demultiplexed and converted to FASTSQ files, and adapter and low-quality sequences were quantified.

### Gene-Level Analyses

Each Fastq file's quality was checked using FastQC. All Fastq sequence files were aligned to the *Mus musculus* UCSC MM10 reference genome using Bowtie2 (20). The outputted SAM files were converted to BAM files for downstream analysis using the subread featureCounts package (21). We included a stringency parameter (-B) to ensure mapping of both paired ends when assigning counts to a specific gene. DESeq2 was used for normalization and statistical analysis of the gene counts output from the featureCounts program. DESeq2 is a conservative software that utilizes a negative binomial distribution with a generalized linear model to adjust for false positive significance values that result from running statistical tests on tens of thousands of genes (22). The DESeq2 analysis generated Benjamini-Hochberg (BH) adjusted p-values, log2 fold changes, and normalized counts for each gene. All further statistical analyses only utilized BH adjusted *p*-values below 0.1, or a false discovery rate (FDR) of 10%. Pathway level analysis was performed via the DAVID Functional Annotation Tool v6.8 from the exon generated data.

### Exon-Level Analyses

Similar to the gene-level analysis, all Fastq sequence files were aligned to the *Mus musculus* UCSC MM10 reference genome using Bowtie2 (20). The outputted SAM files were converted to BAM files for downstream analysis using the subread featureCounts package (21). We included the stringency parameter (-B) to ensure mapping of both paired ends when assigning counts to a specific exon and we used the -f parameter to specify feature (exon) level counts and not metafeature (gene) level counts. For normalization and statistical analysis, we used the DEXSeq package, a sister package to DESeq2 that also utilizes a conservative approach to adjust for false positives in the statistical output (23). The DEXSeq analysis generated Benjamini-Hochberg (BH) adjusted *p*-values, log2 fold changes, and normalized counts for each exon. All further statistical analyses only utilized BH adjusted *p*-values below 0.1, or a false discovery rate (FDR) of 10%. Exon usage splicing plots were generated by DEXSeq and represent significant changes in the expression of individual exons that are not due to the overall up- or down-regulation of the gene (23). Gene ontology molecular function analysis was performed via the DAVID Functional Annotation Tool v6.8 from the exon generated data.

### miRNA Target Prediction Analysis

TargetScanMouse 7.2 was used to predict possible gene-pathway targets for each of the identified miRNAs from the exon-level analysis. The TargetScan tool assigns a “cumulative weighted context score++” which ranks the list of predicted miRNA gene targets from most likely to least likely to be a true positive target (24). The more negative the score the more likely the predicted miRNA gene target is a true positive. We filtered all the TargetScan results to only include predicted targets with a cumulative weighted context score++ ≤−0.4 (25). The filtered list of miRNA gene targets was then inputted in the DAVID Functional Annotation Tool v6.8 to cluster the gene targets into their respective KEGG pathway or gene ontology annotations. All generated graphs were sorted by *p*-value.

## Results

### Diet-Induced Obesity Dysregulates Metabolic Gene Transcripts in Wildtype and ChemR23 Knockout Mice

We first analyzed the hepatic transcriptome of wildtype (WT) obese vs WT lean mice. 

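Liver RNA from 42 male mice, 7 in each of 6 groups, was sequenced as stranded total RNA, with 1 library per mouse. The groups were WT and ChemR23 KO mice on a lean control diet, WT and KO mice made obese with a high fat diet, and obese WT and KO mice that received RvE1 before harvest. ChemR23, the receptor encoded by Cmklr1, is bound by RvE1, a lipid mediator made from eicosapentaenoic acid. The authors aligned the reads to the mouse genome mm10 with Bowtie2, counted read pairs per gene with featureCounts and divided the counts by DESeq2 size factors. Their deposited tables, 1 for each of 6 comparisons, hold these normalized counts for 14 libraries, and each table was normalized on its own. Every normalized count was a whole number of reads times the worth of 1 read in its library, within a tolerance of 0.1 reads, so the reads could be recovered. Between 15992525 and 43841120 reads per mouse fell on the listed genes. The median was 19796716 reads in WT lean, 21884150 in WT obese, 25483612 in KO lean and 23400717 in KO obese mice. Among RvE1-treated mice it was 31121723 in WT and 22999850 in KO mice. The mean over all libraries was 25.8 M on listed genes. A recovered read stands for a counted pair, and the paper's stated average of 35 M reads per sample does not say whether pairs or single reads are meant, so the figures are not on a common unit. Each comparison was tested with limma on log2(normalized count + 1) over genes with a mean normalized count of at least 5, and p-values were adjusted by the Benjamini-Hochberg (BH) method. A gene was called at an adjusted p under 0.1 with a fold change above 1.5 in either direction. A log2 fold change on this scale understates the change of a gene with few reads. Fold changes were formed only within a table.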

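In liver, 14012 genes were tested between 7 WT obese and 7 WT lean mice, and limma called 532 of them, 317 higher and 215 lower in WT obese mice. At an unadjusted p under 0.05 there were 2545 genes. The choice of fold change moved this count most, since an absolute log2 fold change above 1.5 left 105 genes, 65 higher and 40 lower. With the number that opens each mouse's identifier as a random block, 242 genes were called. With 1 mouse left out in turn, between 374 and 731 genes were called. The edgeR quasi-likelihood test on the recovered reads called 562 genes and the DESeq2 Wald test 730.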

WT mice fed a high fat diet compared with WT lean controls had 301 upregulated genes and 205 downregulated genes with a BH-adjusted p-value below 0.1 and Log2 fold change (FC) above 1.5 (Figure 1A). The most upregulated genes in WT obese mice were cytochrome P450 family 2 subfamily C member 9 (Cyp2b9), complement factor D (Cfd), apoptosis-associated tyrosine kinase (Aatk), tropomyosin 2 (Tpm2). Collectively, Cyp2b9 (Log2FC = 8.05), Cfd (Log2FC = 4.42), Aatk (Log2FC = 2.47), and Tpm2 (Log2FC = 2.11) are reported to be upregulated with a high-fat diet and are implicated as markers of diet-induced hepatic steatosis, promotion of lipid accumulation, high-fat diet induced apoptosis, and atherosclerosis (26–29). On the other hand, the most downregulated gene transcripts included nuclear receptor subfamily 4 group A member 3 (Nr4a3), stearoyl-coA desaturase (Scd1), cholinergic receptor nicotinic alpha 4 subunit (Chrna4), and fatty acid binding protein 5 (Fabp5). 

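Cyp2b9, a cytochrome P450 gene on chromosome 7 of GRCm38 (mm10) from 26173411 to 26210661, had a normalized count of 887 ± 1750 (SD, n = 7 mice) in WT obese and 2.76 ± 1.93 (SD, n = 7) in WT lean mice. The SD in obese mice exceeded the mean because single mice ranged from 48.7 to 4836, yet each was above the highest lean mouse. The log2 fold change was 6.28 (SE 0.82, adjusted p = 0.000885), the largest among the 317 genes called higher. It lay between 5.31 and 8.32 over the other settings, and reads may be divided among neighbouring Cyp2b genes of similar sequence. Cfd, on chromosome 10 from 79890853 to 79892655, had the third largest log2 fold change, 4.34 (SE 0.38, adjusted p = 1.76e-05), with 280 ± 161 (SD, n = 7) against 12.4 ± 6.6 (SD, n = 7) normalized counts.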

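Aatk, on chromosome 11 from 120007313 to 120047167, rose from 150 ± 46.7 (SD, n = 7 mice) to 861 ± 287 (SD, n = 7) normalized counts, a log2 fold change of 2.50 (SE 0.22, adjusted p = 1.76e-05). It ranked 11 by fold change among the genes called higher. Tpm2, on chromosome 4 from 43514711 to 43523765, ranked 23, with a log2 fold change of 2.01 (SE 0.27, adjusted p = 0.00103) and 88.0 ± 35.3 (SD, n = 7) against 19.4 ± 2.86 (SD, n = 7) normalized counts. For both genes, all 7 WT obese mice lay above the highest WT lean mouse. The authors' deposited table gives log2 fold changes of 8.06 for Cyp2b9, 4.42 for Cfd, 2.48 for Aatk and 2.11 for Tpm2.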

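Fabp5, on chromosome 3 of GRCm38 from 10012548 to 10016607, fell from 650 ± 294 (SD, n = 7 mice) normalized counts in WT lean to 44.4 ± 27.5 (SD, n = 7) in WT obese mice, a log2 fold change of -3.92 (SE 0.34, adjusted p = 1.76e-05). For Chrna4, on chromosome 2 from 181018380 to 181043546, the log2 fold change was -3.94 (SE 0.50, adjusted p = 0.000696), with 364 ± 281 (SD, n = 7) against 17.7 ± 8.42 (SD, n = 7). These were the third and second largest decreases among 215 genes called lower, after Lepr at -3.96, a gene looked up only because it led the ranking. Scd1, on chromosome 19 from 44394455 to 44407879, was among the most abundant transcripts and ranked 13, with 846400 ± 166800 (SD, n = 7) in WT lean and 172800 ± 73970 (SD, n = 7) in WT obese mice.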

Loss or downregulation of Nr4a3 (Log2FC = −5.87), Scd1 (Log2FC = −2.24), Chrna4 (Log2FC = −4.23), and Fabp5 (Log2FC = −3.82) increase glucose intolerance, insulin resistance, diet-induced fatty liver disease, and cholinergic anti-inflammatory pathways (30–32). 

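Scd1 had a log2 fold change of -2.39 (SE 0.30, adjusted p = 0.000688) in WT obese mice, and every obese mouse lay below the lowest lean mouse. Nr4a3, on chromosome 4 from 48045153 to 48086447, had 73.4 ± 169 (SD, n = 7 mice) normalized counts in WT lean and 1.14 ± 1.02 (SD, n = 7) in WT obese mice, of which 2 had none. Its log2 fold change was -2.86 (SE 0.88, adjusted p = 0.0877). The lean mean rests on mouse 19R with 456.3, since the next highest lean mouse had 23.8. Without 19R the log2 fold change was -2.02 (adjusted p = 0.0726). With a pseudocount of 4 it was -1.95 and Nr4a3 was no longer called (adjusted p = 0.152), while edgeR gave -5.90. The call was also lost with the number that opens each mouse's identifier as a random block (adjusted p = 0.192). The authors' deposited table lists -5.87 for Nr4a3 and -2.24 for Scd1.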

Overall, these results confirm, as expected, that high fat diet induced obesity dysregulates genes related to hepatic metabolic regulation.

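Beyond the genes named, the smallest adjusted p-values among genes called higher in WT obese mice belonged to Pmm1 (log2 fold change 1.37, adjusted p = 0.000212) and Ces1b (1.34, adjusted p = 0.000303). The 2 among the genes called lower were Elovl3 (-1.88, adjusted p = 0.000291) and Wrnip1 (-0.80, adjusted p = 0.00103). In all 4 the values of the 7 obese and the 7 lean mice did not overlap. From the genes changed between WT obese and WT lean mice, the paper concludes that obesity induced by a high fat diet dysregulates genes of hepatic metabolic regulation.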

**Figure 1:**
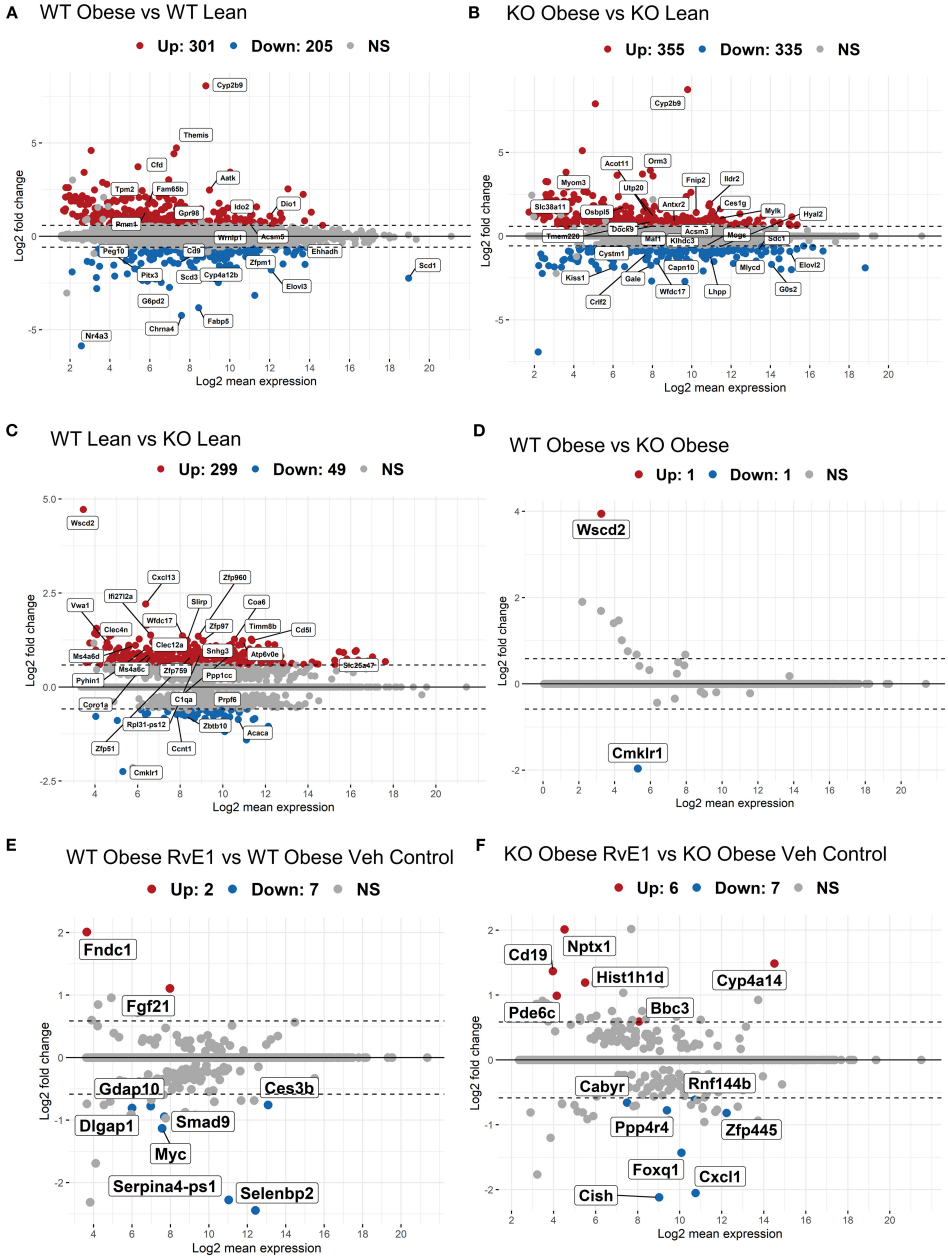
Obese WT and ChemR23 KOs in the absence and presence of RvE1 display differential expression of liver metabolic and immunological transcripts. MA plots showing genes with a BH-adjusted *p*-value below 0.1 and Log2 fold change (FC) above 1.5 plotted by Log2FC in the y-axis and Log2 mean expression in the x-axis. Upregulated genes are colored in red and downregulated genes are colored in blue. Non-significant genes are colored in gray and denoted as NS. **(A)** MA plot of differentially expressed genes between WT obese and WT lean mice. **(B)** MA plot of differentially expressed genes between ChemR23 KO obese and ChemR23 KO lean mice. **(C)** MA plot of differentially expressed genes between WT lean and ChemR23 KO lean mice. **(D)** MA plot of differentially expressed genes between WT obese and ChemR23 KO obese mice. **(E)** MA plot of differentially expressed genes between WT obese+RvE1 treated mice and WT obese+vehicle control treated mice. **(F)** MA plot of differentially expressed genes between ChemR23 KO obese+RvE1 treated mice and ChemR23 KO obese+vehicle control treated mice. Data are from 7 mice per group.

We next analyzed the transcriptional profile of obese ChemR23 KOs compared to lean ChemR23 KO mice. ChemR23 KO mice fed a high fat diet compared with ChemR23 KO lean controls had 355 upregulated genes and 335 downregulated genes with a BH-adjusted *p*-value below 0.1 and Log2 FC above 1.5 (Figure 1B). 

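Between 7 KO obese and 7 KO lean mice, 14213 genes were tested, and limma called 1476, of which 706 were higher and 770 lower in KO obese mice. An absolute log2 fold change above 1.5 left 135 genes, and the number that opens each mouse's identifier, fitted as a random block, left 750. Leaving out 1 mouse at a time gave between 1086 and 2006 genes. Scaling the reads of all libraries to equal totals changed the balance to 1294 higher and 346 lower, and moved the median log2 fold change of all genes to 0.14. The authors' deposited table lists 355 genes higher and 335 lower at these thresholds, and limma also called 657 of them. In both diet comparisons, 254 genes were called among the 13924 present in both tables, all 254 in the same direction.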

The most upregulated gene with a high-fat diet was Cyp2b9 (Log2FC = 8.74). 

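Cyp2b9 had 1770 ± 1736 (SD, n = 7 mice) normalized counts in KO obese and 3.53 ± 3.97 (SD, n = 7) in KO lean mice, and single obese mice ranged from 28.2 to 4373. The log2 fold change of 7.64 (SE 0.98, adjusted p = 0.00154) was the largest among the 706 genes called higher, and it ranged from 6.66 to 8.96 over the other settings. The diet effect on Cyp2b9 did not differ detectably between genotypes (KO minus WT log2 fold change 1.36, SE 1.37, adjusted p = 0.644 in limma). Over all genes tested, 0 of the genes named for either diet comparison passed 0.1 for this difference. Adjusted over the list alone, Kiss1 (-1.29) passed among 6 genes named in KO mice (0.0326), and Aatk (-1.15) among 8 named in WT mice (0.0477). The lists were chosen on these same mice, so this is not independent evidence.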

Other significantly upregulated genes were orosomucoid 3 (Orm3, Log2FC = 3.70) and Acyl-CoA Thioesterase 11 (Acot11, Log2FC = 1.36) which are involved in energy expenditure, accumulation of fat mass, and insulin resistance (33, 34). 

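Orm3, on chromosome 4 of GRCm38 from 63356162 to 63359511, rose from 23.3 ± 19.1 (SD, n = 7 mice) to 335 ± 102 (SD, n = 7) normalized counts. Its log2 fold change of 4.31 (SE 0.51, adjusted p = 0.00126) was the second largest, though reads may be shared with the similar genes Orm1 and Orm2. Acot11, on chromosome 4 from 106744555 to 106804998, ranked 90 of the genes called higher, with 313 ± 97.8 (SD, n = 7) against 116 ± 34.0 (SD, n = 7) and a log2 fold change of 1.43 (SE 0.20, adjusted p = 0.00193). Every KO obese mouse lay above every KO lean mouse for both genes. Fnip2 (1.53) and Tmem220 (0.91) had the smallest adjusted p-values among other genes called higher, 0.00154 and 0.00187.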

Downregulated genes such as kisspeptin (Kiss1, Log2FC = −1.87), UDP-galactose-4-epimerase (Gale, Log2FC = −1.74), and G0/G1 switch gene 2 (G0s2, Log2FC = −1.69) have been linked to hepatic-regulated glucose homeostasis, insulin resistance, and adiposity (35–37). Thus, these results show obese ChemR23 KO mice have some dysregulated genes related to fat mass and insulin/glucose regulation compared to the controls.

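G0s2, on chromosome 1 of GRCm38 from 193272161 to 193273217, had the smallest adjusted p of the comparison (0.000312), with 7874 ± 2247 (SD, n = 7 mice) normalized counts in KO obese and 26220 ± 5245 (SD, n = 7) in KO lean mice. Its log2 fold change was -1.76 (SE 0.18). Kiss1, on chromosome 1 from 133321875 to 133329901, changed by -1.81 on the log2 scale (SE 0.25, adjusted p = 0.00187), with 27.5 ± 8.36 (SD, n = 7) against 102 ± 37.6 (SD, n = 7). In both genes each KO obese mouse was below each KO lean mouse, and they ranked 34 and 32 among the 770 genes called lower. Wfdc17 (-1.5) and Mlycd (-1.07), both at an adjusted p of 0.00187, were also called lower.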

### Differential Expression of Genes Between Lean WT and Lean ChemR23 KO Mice but Not Obese Mice

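Livers of 7 KO lean and 7 WT lean mice were compared over 13031 genes, and limma called 866, with 514 higher and 352 lower in KO mice. This count depended on which mice were included and on whether mice were taken as independent. With the number that opens each mouse's identifier fitted as a random block, 3 genes were called, Cmklr1, Wscd2 and Ms4a6c. Under the block 2654 genes still had an unadjusted p under 0.05, against 3488 without it. Leaving out all mice of 1 number, an alternative added after the values had been seen, gave 8 genes without number 26, 15 without 9, 32 without 21 and 818 to 1363 without each of the others. With single mice left out it was 390 without WT lean mouse 21L, 388 without 26R, 435 without KO lean mouse 20L, 400 without 9L and 1480 without 20R. An absolute log2 fold change above 1.5 left 11 genes. At equal read totals 259 genes were higher and 751 lower, with a median log2 fold change of -0.117 over all genes. The edgeR test on recovered reads called 874 genes and DESeq2 948. In the authors' deposited table 299 genes are higher and 49 lower at these thresholds, and limma also called 344 of them.

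**Figure D1:**
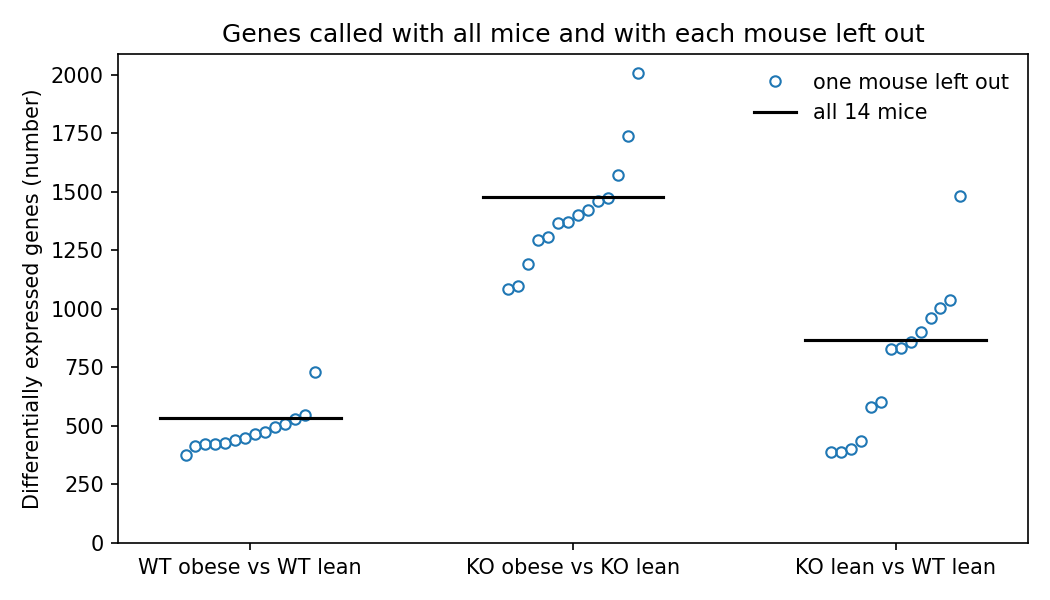
The number of genes called by limma in the comparisons WT obese vs WT lean, KO obese vs KO lean and KO lean vs WT lean. Each point is the count with 1 of the 14 mice left out and each line the count with all mice. For KO lean vs WT lean the points lie between 388 and 1480 around a count of 866.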

WT lean mice compared to ChemR23 KO lean mice had 299 upregulated genes and 49 downregulated genes with a BH-adjusted *p*-value below 0.1 and Log2 FC above 1.5 (Figure 1C). 

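Cmklr1, the gene targeted in the KO mice, lies on chromosome 5 of GRCm38 from 113612354 to 113650426 on the minus strand. It had 64.3 ± 25.1 (SD, n = 7 mice) normalized counts in WT lean and 12.8 ± 4.69 (SD, n = 7) in KO lean mice, and every KO mouse, with 22.6 at most, lay below the lowest WT mouse at 40.8. Reads on Cmklr1 therefore remained in the KO mice. The log2 fold change was -2.23 (SE 0.24, adjusted p = 0.000492), the second largest decrease among 352 genes called lower, after Nr4a1 at -2.76, a gene looked up only because it led the ranking. With the identifier number as a random block Cmklr1 (-2.25) was the one gene called lower, and Nr4a1 had an adjusted p of 0.139. Wscd2 lies beside it on the plus strand, from 113490333 to 113589725, and had 19.2 ± 7.66 (SD, n = 7) in KO lean and 0.669 ± 0.639 (SD, n = 7) in WT lean mice, of which 3 had no read. Its log2 fold change of 3.62 (SE 0.34, adjusted p = 0.000114) was the largest among 514 genes called higher, and it ran from 2.26 to 4.97 over the other settings, since the WT level is near 0 reads.

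**Figure D2:**
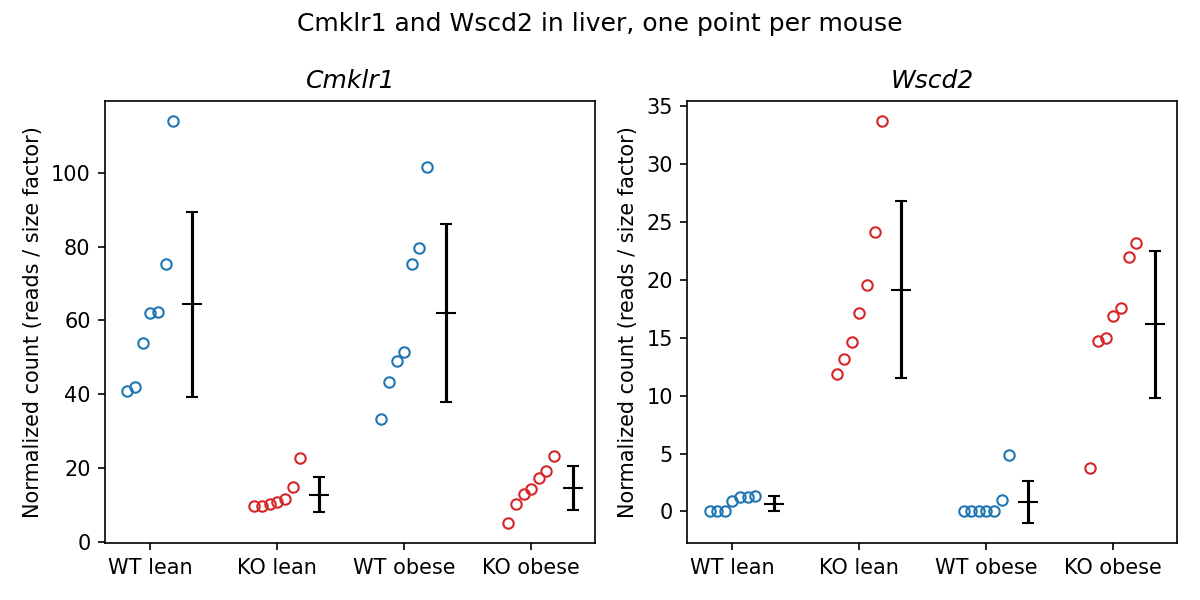
Normalized counts (reads / size factor) of Cmklr1 and Wscd2 in WT and KO livers, lean and obese. Each open circle is 1 mouse, and the black mark and bar beside them are the mean and SD of 7 mice. Lean and obese groups come from separately normalized tables. Cmklr1 is lower and Wscd2 higher in KO mice on both diets.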

As expected, the most downregulated gene in the KO mice is Cmklr1 (ChemR23, Log2FC = −2.25), and the most upregulated gene is Wscd2 (Log2FC = 4.72), a gene enhancer/promoter for ChemR23. 

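Cxcl13, on chromosome 5 of GRCm38 from 95956951 to 95961068, had 138 ± 117 (SD, n = 7 mice) normalized counts in KO lean and 26.2 ± 13.4 (SD, n = 7) in WT lean mice. The log2 fold change of 2.19 (SE 0.46, adjusted p = 0.0308) was the second largest increase. Ifi27l2a, on chromosome 12 from 103442167 to 103443680, had a log2 fold change of 1.38 (SE 0.25, adjusted p = 0.0302), and 5 of 7 KO mice lay above the highest WT mouse. For Wfdc17, on chromosome 11 from 83703991 to 83706268, it was 1.46 (SE 0.25, adjusted p = 0.0243), with 403 ± 150 (SD, n = 7) against 147 ± 59.8 (SD, n = 7). The smallest adjusted p among other genes called higher belonged to Ms4a6c (log2 fold change 0.92, adjusted p = 0.0125) and Vwa1 (1.19, adjusted p = 0.0205). Of these 5 genes only Ms4a6c was called with the identifier number as a random block.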

Other significantly upregulated genes in the KO mice comprised primarily of activated immunological and chemotaxis markers such as C-X-C motif chemokine ligand 13 (Cxcl13, Log2FC = 2.2), interferon alpha-inducible protein 27 like 2A (Ifi27l2a, Log2FC = 1.38), and the WAP four-disulfide core domain gene which encodes the activated macrophage/microglia WAP domain protein (Wfdc17, Log2FC = 1.36) (38–40). 

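Acaca, on chromosome 11 of GRCm38 from 84129672 to 84401651, had 1159 ± 208 (SD, n = 7 mice) normalized counts in KO lean and 2225 ± 633 (SD, n = 7) in WT lean mice, a log2 fold change of -0.91 (SE 0.17, adjusted p = 0.0302). After correction for gene length and GC content its log2 fold change was -0.57, which is below the fold threshold. Ccnt1, on chromosome 15 from 98538689 to 98570923, changed by -0.82 on the log2 scale (SE 0.15, adjusted p = 0.0268), with 167 ± 43.1 (SD, n = 7) against 289 ± 35.2 (SD, n = 7). Among 352 genes called lower, Acaca ranked 49 and Ccnt1 85 by fold change. Zbtb10 (-0.80, adjusted p = 0.0205) and Snora20 (-0.66, adjusted p = 0.0247) had the smallest adjusted p among other genes called lower. None of these 4 genes was called with the identifier number as a random block.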

There were few downregulated transcripts in the KO lean mice which were notably involved in adipocyte differentiation, such as acetyl-CoA carboxylase α (Acaca, Log2FC = −0.86) and cyclin T1 (Ccnt1, Log2FC = −0.73) (41, 42). In contrast, obese KO mice had no change in gene expression with a BH-adjusted *p*-value below 0.1 and Log2 FC above 1.5 that were significantly different from the obese WT mice except for the expected ChemR23 and Wscd2 genes (Figure 1D). 

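Of 14162 genes tested between KO obese and WT obese mice, limma called 2, Wscd2 and Cmklr1, and 319 genes had an unadjusted p under 0.05. Cmklr1 had 14.5 ± 5.96 (SD, n = 7 mice) normalized counts in KO obese and 62.0 ± 24.2 (SD, n = 7) in WT obese mice, a log2 fold change of -2.04 (SE 0.31, adjusted p = 0.0339). For Wscd2 it was 3.45 (SE 0.47, adjusted p = 0.0216), with 16.2 ± 6.36 (SD, n = 7) against 0.847 ± 1.83 (SD, n = 7), and 5 WT obese mice had no read. Cmklr1 was not called when WT obese mouse 22L or 6L or KO obese mouse 10R or 31L was left out, which left 1 gene. With the number that opens each mouse's identifier as a random block 0 genes were called in limma, with an adjusted p of 0.153 for both genes and 75 genes at an unadjusted p under 0.05. The edgeR test called the same 2 genes, and the DESeq2 Wald test called these and Igfbp5 (log2 fold change -1.35, adjusted p = 0.00271), a gene named after its value was seen.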

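Whether the genotype effect itself differed between lean and obese mice was tested as the interaction of diet and genotype over the 4 vehicle groups. In limma 1 gene passed an adjusted p of 0.1, Vwa1, and 2561 genes had an unadjusted p under 0.05. The count moved most with library quality weights, to 2537, while edgeR gave 39 and DESeq2 930. It was 0 in limma with the number that opens each mouse's identifier as a random block (1117 genes at an unadjusted p under 0.05), with a pseudocount of 4, with the length and GC correction and at an adjusted p under 0.05, so Vwa1 was not called in these. Vwa1, on chromosome 4 of GRCm38 from 155768149 to 155774698, had a diet effect lower by 1.65 on the log2 scale in KO than in WT mice (log2 fold change difference -1.65, SE 0.30, adjusted p = 0.0811), and DESeq2 gave it no adjusted p. From the number of genes called in each comparison, the paper concludes that the genotypes differ more in lean than in obese mice.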

In summary, these results reveal lean ChemR23 KO mice display a larger differential expression at the gene level than obese mice relative to controls.

### RvE1 Treatment Drives Differential Expression of Glucose Homeostatic Genes in a Manner That Is Mostly ChemR23-Dependent

The next set of analyses focused on the impact of RvE1 on the hepatic transcriptome. WT obese mice administered RvE1 compared to WT obese mice given vehicle control had 2 upregulated genes and 7 downregulated genes with a BH-adjusted *p*-value below 0.1 and Log2 FC above 1.5 (Figure 1E). 

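Among 13085 genes tested between 7 WT obese mice given RvE1 and 7 given vehicle, limma called 0 genes, and 795 had an unadjusted p under 0.05. The smallest adjusted p was 0.15, for Nmrk1. With the number that opens each mouse's identifier as a random block, limma also called 0 genes, and 147 had an unadjusted p under 0.05. On the recovered reads, the edgeR test called 1 gene, Nmrk1 (log2 fold change -0.59, adjusted p = 0.0898). The DESeq2 Wald test moved the count most, to 15 genes, 3 higher and 12 lower. All 9 genes that the authors' deposited table places past its thresholds, 2 higher and 7 lower, were among those 15. Without vehicle mouse 6R, limma called 3 genes, Dlgap1, Cyp2b9 and Lama3, which were named after their values were seen.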

Significantly downregulated genes after RvE1 treatment such as MYC proto-oncogene (Myc, Log2FC = −1.13) and SMAD family member 9 (Smad9, Log2FC = −0.94) are key regulators in TGF-β signaling (43–45). In contrast, fibroblast growth factor 21 (Fgf21, Log2FC = 1.10) and fibronectin type III domain containing 1 (Fndc1, Log2FC = 2.0), associated with insulin sensitivity and hepatic steatosis, were significantly upregulated after RvE1 treatment (46–49).

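Myc, on chromosome 15 of GRCm38 from 61985391 to 61990374, had 106 ± 33.9 (SD, n = 7 mice) normalized counts with RvE1 and 271 ± 191 (SD, n = 7) with vehicle, a log2 fold change of -1.12 (SE 0.36, adjusted p = 0.772). Smad9, on chromosome 3 from 54755582 to 54801257, had 130 ± 43.7 (SD, n = 7) and 278 ± 110 (SD, n = 7), a log2 fold change of -1.08 (SE 0.26, adjusted p = 0.772). Of the RvE1-treated mice, 4 lay below the lowest vehicle mouse for Myc and 6 for Smad9. Neither difference passed the limit in limma. In the DESeq2 Wald test the adjusted p was 0.0919 for Myc and 0.0364 for Smad9.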

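Fgf21, on chromosome 7 of GRCm38 from 45613886 to 45615490, had 352 ± 172 (SD, n = 7 mice) normalized counts with RvE1 and 148 ± 49.4 (SD, n = 7) with vehicle, a log2 fold change of 1.17 (SE 0.27, adjusted p = 0.772). Fndc1, on chromosome 17 from 7738569 to 7827302, had 19.2 ± 14.7 (SD, n = 7) and 3.89 ± 2.34 (SD, n = 7), a log2 fold change of 1.79 (SE 0.47, adjusted p = 0.772). For each gene 5 of 7 treated mice lay above the highest vehicle mouse. DESeq2 gave adjusted p-values of 0.0316 for Fgf21 and 0.0532 for Fndc1. Adjusted over the list alone, Myc, Smad9, Fgf21 and Fndc1 all fell under 0.1 (0.0074 at most), against none of them over all genes tested. The list was chosen on these same mice, so the first is not independent evidence.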

ChemR23 KO obese mice administered RvE1 compared to ChemR23 KO obese mice given vehicle controls had 6 upregulated genes and 7 downregulated genes with a BH-adjusted *p*-value below 0.1 and Log2 FC above 1.5 (Figure 1F). 

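Between 7 KO obese mice given RvE1 and 7 given vehicle, 14207 genes were tested. The limma test called 0 genes, with 1179 at an unadjusted p under 0.05 and a smallest adjusted p of 0.346, for Zfp445. With the identifier number as a random block it also called 0 genes, with 1039 at an unadjusted p under 0.05. The edgeR test called 0 genes. The DESeq2 Wald test moved the count most, to 14 genes, 5 higher and 9 lower, including 11 of those that the authors' deposited table lists as 6 higher and 7 lower. With library quality weights limma called 1 gene, Zfp445 (log2 fold change -0.97, adjusted p = 0.0248), and without RvE1-treated mouse 23-2L it called Zfp445 alone as well.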

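In obese ChemR23 KO mice, Foxq1, on chromosome 13 of GRCm38 from 31556134 to 31560976, had 531 ± 186 (SD, n = 7 mice) normalized counts with RvE1 and 1631 ± 814 (SD, n = 7) with vehicle, a log2 fold change of -1.41 (SE 0.43, adjusted p = 0.557). Vehicle mouse 10RL, at 221, lay below every other vehicle mouse (1374 to 2699), and without it Foxq1 was called (-1.84, adjusted p = 0.0204). Cish, on chromosome 9 from 107296026 to 107302784, had 157 ± 126 (SD, n = 7) against 877 ± 662 (SD, n = 7) and a log2 fold change of -2.18 (SE 0.63, adjusted p = 0.557). For Cxcl1, on chromosome 5 from 90891241 to 90893115, the change was -1.70 (SE 0.65, adjusted p = 0.563), with 525 ± 220 (SD, n = 7) against 2916 ± 2903 (SD, n = 7). The groups overlapped for all 3 genes. DESeq2 gave adjusted p-values of 0.0545 for Foxq1 and 0.0789 for Cish, while Cxcl1 reached 0.107 at the lowest over all settings.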

In the ChemR23 KO mice, significantly downregulated genes after RvE1 treatment such as forkhead box q1 (Foxq1, Log2FC = −1.43), cytokine inducible SH2 containing protein (Cish, Log2FC = −2.12), and C-X-C motif chemokine ligand 1 (Cxcl, Log2FC = −2.05) affect both hepatic glucose homeostasis and immune cell trafficking/activation (50–54). 

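Nptx1, on chromosome 11 of GRCm38 from 119538719 to 119547753, had 36.5 ± 29.6 (SD, n = 7 mice) normalized counts in KO obese mice given RvE1 and 7.37 ± 4.95 (SD, n = 7) in those given vehicle, a log2 fold change of 2.03 (SE 0.55). Pde6c changed by 1.09 on the log2 scale (SE 0.32) and Bbc3 by 0.68 (SE 0.17). The adjusted p in limma was 0.557 for each of these 3 genes. Under the DESeq2 Wald test it was 0.0545 for Nptx1 and 0.0924 for Bbc3, and Pde6c was not called in any setting (0.107 at the lowest). Adjusted over Foxq1, Cish, Cxcl1, Nptx1, Pde6c and Bbc3 alone, a list set after the values had been seen, all 6 fell under 0.1 (0.0192 at most), against none over all genes tested. The genes were chosen on these same mice, so the first is not independent evidence.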

Significantly upregulated genes after RvE1 treatment such as differentiation antigen CD19 (Cd19, Log2FC = 1.37), neuronal pentraxin 1 (Nptx1, Log2FC = 2.01), phosphodiesterase 6C (Pde6c, Log2FC = 1.0), and BCL2 binding component 3 (Bbc3, Log2FC = 0.59) are associated with multiple pathways spanning hyperglycemia, p53 signaling, and apoptosis (46, 55, 56).

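The gene for the leukotriene receptor BLT1, Ltb4r1, had 25.8 ± 8.06 (SD, n = 7 mice) normalized counts in WT obese mice given RvE1 and 32.4 ± 12.6 (SD, n = 7) in those given vehicle (log2 fold change -0.31, SE 0.24, adjusted p = 0.935). In KO obese mice the log2 fold change was -0.04 (SE 0.25, adjusted p = 0.971). Vehicle mouse 27-2L, at 60.2, was far above the other WT vehicle mice, and without it the change in WT was -0.16. Lta4h changed by -0.03 in WT and 0.05 in KO mice, with adjusted p-values of 0.99 and 0.911. For Alox5ap the log2 fold change was 0.34 in WT (adjusted p = 0.932) and 0.04 in KO mice (adjusted p = 0.98). Alox5 was not listed in the WT table, and in KO mice it had 4.02 ± 2.31 (SD, n = 7) against 6.32 ± 3.42 (SD, n = 7) normalized counts (log2 fold change -0.53, SE 0.38, adjusted p = 0.68). Adjusted over the list alone, 0 of 3 genes in WT and 0 of 4 in KO mice passed 0.1. With counts this low in Alox5, a small difference was not detectable at this depth.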

We also examined whether LBT4R, the BLT1 receptor, or other related genes (ALOX5, ALOX5AP, LTA4H) were changed upon RvE1 administration in obese WT or ChemR23 KO mice and found no significant differences (data not shown). 

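The difference in RvE1 response between obese WT and ChemR23 KO mice was tested directly as the interaction of RvE1 and genotype over the 4 obese groups. The limma test called 0 genes, and 312 had an unadjusted p under 0.05. With the identifier number as a random block it called 0 genes as well, and 109 had an unadjusted p under 0.05. edgeR and DESeq2 also called 0 genes. The KO minus WT difference in log2 fold change was -0.12 (SE 0.62) for Myc, 0.05 (SE 0.42) for Smad9, -0.90 (SE 0.42) for Fgf21 and -2.04 (SE 0.76) for Fndc1, with an adjusted p of 1 for each. Unadjusted, p was 0.854, 0.911, 0.0393 and 0.0117, and adjusted over these 4 genes alone, a test added after the values had been seen, Fgf21 (0.0786) and Fndc1 (0.0466) were under 0.1. The list was chosen on these same mice for a change in WT mice, so this is not independent evidence. Of the 7 genes that the paper names for RvE1 in KO mice, 0 fell under 0.1 when adjusted over that list alone (0.121 at the lowest). Across 13059 genes in both tables, the log2 fold changes of the RvE1 comparisons had a correlation of 0.40, computed across genes, which are not independent replicates. Random splits of the libraries gave a median of 0.211, and 15 of 100 gave as much as 0.40. From the different genes called after RvE1 in WT and in KO mice, the paper concludes that RvE1 alters expression of glucose homeostasis genes in a manner distinct between genotypes.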

Overall, these studies showed that RvE1 significantly alters expression of genes related to glucose homeostasis in a manner that was distinct between obese WT and ChemR23 KO mice.

### Diet and Genotype Effects on Differentially Expressed KEGG Pathway Clusters

To generate KEGG pathway clusters, we next examined all upregulated and downregulated genes with a BH-adjusted *p-*value < 0.1, regardless of fold change. 

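The paper grouped genes into KEGG pathways with DAVID. Here the genes of each pathway were listed from general knowledge, so the lists can differ from KEGG's own. Of 28 tested genes of unsaturated fatty acid biosynthesis, 8 were among the 366 genes called lower in WT obese mice at an adjusted p under 0.1, regardless of fold change, a fold enrichment of 10.9 (one-sided Fisher's exact test, adjusted p = 1.97e-06 over 10 lists). The called genes were led by Scd3, Scd1 and Scd4, and 22 of 28 genes had a lower mean. Adjusted over the list alone, 14 genes passed 0.1, against 9 over all genes tested, in either direction. Of 17 genes of other glycan degradation, 4 were among 512 called higher, a fold enrichment of 6.44 (adjusted p = 0.00359), and 14 of 17 had a higher mean. Of the 17, 6 passed when adjusted over the list alone, against 4 over all genes. All 10 lists stayed under 0.1 with fry and with camera at a preset correlation of 0.01, but with camera's estimated correlation none did, with an adjusted p of 0.108 or more. With the number that opens each mouse's identifier as a random block, glycan degradation had an adjusted p of 0.299 and unsaturated fatty acid biosynthesis of 2.42e-08.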

WT obese mice, compared to WT lean controls, had the most significant downregulation of biosynthesis of unsaturated fatty acids with a fold enrichment of 13.3 (Figure 2A) and the most significant upregulation of glycan degradation with a fold enrichment of 8.15 (Figure 2B). Lean KO mice exhibited significant downregulation of lysine degradation (fold enrichment = 3.54), ribosomal biogenesis (fold enrichment = 3.32), and spliceosome pathways (fold enrichment = 3.11) compared to lean WT mice (Figure 2C). In addition, lean KO mice had significant upregulated pathways in oxidative phosphorylation (fold enrichment = 3.81) and non-alcoholic fatty liver disease (NAFLD) (fold enrichment = 2.86) compared to lean WT mice (Figure 2D). 

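Between KO lean and WT lean mice, 1081 genes were called lower regardless of fold change. Of 46 tested genes of lysine degradation, 12 were among them, a fold enrichment of 3.14 (one-sided Fisher's exact test, adjusted p = 0.000391 over 10 lists). Ribosome biogenesis gave 16 of 64 genes, a fold enrichment of 3.01 (adjusted p = 9.71e-05), and the spliceosome list 22 of 104, a fold enrichment of 2.55 (adjusted p = 8.71e-05). In these 3 lists 19, 29 and 42 genes passed 0.1 when adjusted over the list alone, against 13, 19 and 28 over all genes tested. Median log2 fold changes were small, -0.10 for lysine degradation, -0.17 for ribosome biogenesis and -0.13 for the spliceosome. With the identifier number as a random block only 1 gene was called lower, in none of these lists, and the adjusted p was 1 for each.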

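Of 83 tested genes of oxidative phosphorylation, 26 were among 1042 genes called higher in KO lean mice, a fold enrichment of 3.92 (one-sided Fisher's exact test, adjusted p = 6.29e-09 over 10 lists). The median log2 fold change was 0.18, and 69 of 83 genes had a higher mean. After correction for gene length and GC content the fold enrichment fell to 2.43, with 14 genes called (adjusted p = 0.00319). With the identifier number as a random block 2 genes were called higher, neither of them in the list (adjusted p = 1). Of the list, 35 genes passed 0.1 adjusted over the list alone, against 29 over all genes tested.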

As for the obese KO mice, we found significant downregulation of biosynthesis of unsaturated fatty acids (fold enrichment = 5.37) and fatty acid elongation (fold enrichment = 4.78) compared to lean KO mice (Figure 2E). 

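Of 28 tested genes of unsaturated fatty acid biosynthesis, 11 were among 1718 genes called lower in KO obese mice, a fold enrichment of 3.25 (one-sided Fisher's exact test, adjusted p = 0.000391 over 10 lists). Fatty acid elongation gave 13 of 26 genes, a fold enrichment of 4.14 (adjusted p = 8.47e-06). The lists share genes, so they are not independent of each other. Median log2 fold changes were -0.38 and -0.36. With the identifier number as a random block the adjusted p was 0.000263 and 0.000235. Adjusted over the list alone, 15 and 14 genes of these lists passed 0.1, against 13 and 14 over all genes tested.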

The obese KO mice also had significant upregulation of circadian rhythm (fold enrichment = 3.78) and ABC transporter (fold enrichment = 3.31) pathways (Figure 2F). 

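Circadian rhythm gave 9 of 29 tested genes among 1704 called higher in KO obese mice, a fold enrichment of 2.59 (one-sided Fisher's exact test, adjusted p = 0.00593 over 10 lists). ABC transporters gave 10 of 38, a fold enrichment of 2.19 (adjusted p = 0.012). With the identifier number as a random block the adjusted p was 0.0358 and 0.00487. Of the circadian genes 19 had a higher mean in KO obese mice, as did 27 of the ABC transporters. Adjusted over the list alone, 12 circadian genes and 11 ABC transporters passed 0.1, against 11 and 10 over all genes tested. From the pathways changed in each comparison, the paper states that lean and obese WT and KO mice differ.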

There were not enough significantly differentially expressed genes between the RvE1 treated groups to conduct a KEGG pathway clustering analysis. Nevertheless, these results revealed notable differences between lean and obese WT and KO mice.

**Figure 2:**
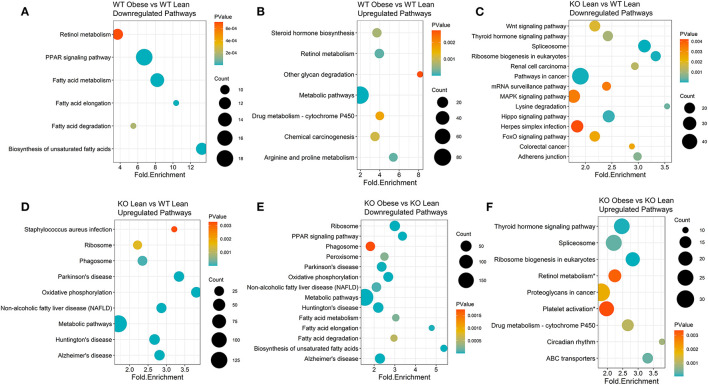
KEGG pathway clusters capture diet and genotype effects of differentially expressed genes transcripts of obese WT and ChemR23 KO mice. KEGG pathway clusters are listed for each comparison where the sizes of the dots on the plot indicate the number of genes in the KEGG pathway cluster, the p-value is denoted in a colored blue-orange scale, and each pathway is plotted by its fold enrichment value. **(A)** Downregulated KEGG pathways between WT obese and WT lean mice. **(B)** Upregulated KEGG pathways between WT obese and WT lean mice. **(C)** Downregulated KEGG pathways between ChemR23 KO lean and WT lean mice. **(D)** Upregulated KEGG pathways between ChemR23 KO lean and WT lean mice. **(E)** Downregulated KEGG pathways between ChemR23 KO obese and KO lean mice. **(F)** Upregulated KEGG pathways between ChemR23 KO obese and ChemR23 KO lean mice. Data are from 7 mice per group.

### Exon Level Analyses Reveal Higher Resolution of the RvE1-ChemR23 Transcriptional Landscape

We conducted exon-level analyses between WT obese and lean mice. We found exon transcripts that mimicked the gene-level results with exons in genes such as Cfd, Aatk, and Scd; however, we see a more precise depiction of transcriptional regulation in the context of a high fat diet. For instance, in the gene-level analysis we found that Scd1 and Scd3 were significantly decreased in obese WT mice compared to lean WT mice. However, in the exon-level analysis we see a more complete picture where we also found that exon transcripts in the Scd2 gene encode miRNAs (miR-5114 on exon 8 and exon 4) that are also significantly decreased in the obese WT mice (Figure 3A). Therefore, we observe that multiple gene transcripts in the Scd gene family are differentially expressed. 

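At the gene level, Scd1 had a log2 fold change of -2.39 and Scd3 of -2.64 (SE 0.27, adjusted p = 0.000116) between WT obese and WT lean mice. Scd3, on chromosome 19 of GRCm38 from 44203269 to 44244016, had 201 ± 94.6 (SD, n = 7 mice) normalized counts in obese and 1173 ± 304 (SD, n = 7) in lean mice. Scd4 was lower too (-2.18, adjusted p = 0.00303), while Scd2 changed by -0.56 and was not called (adjusted p = 0.196). Scd2 was not called in any setting, where its log2 fold change lay between -0.56 and -0.43, and the other Scd genes were lower in each. Since the Scd genes lie together and have similar sequences, reads of one may be counted for another.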

When comparing obese KO mice with lean KO mice, the obese KOs had upregulated differentially expressed exons largely contributing to pathways in NAFLD and oxidative phosphorylation, like in the gene-level analysis, but unlike the gene-level results PPAR signaling and complement/coagulation cascades were also upregulated in the exon-level results (Figure 3B). Significantly downregulated exons in the obese KO mice encompassed fatty acid degradation & metabolism pathways, proteosome and peroxisome complexes, and protein processing in the endoplasmic reticulum (Figure 3B).

**Figure 3:**
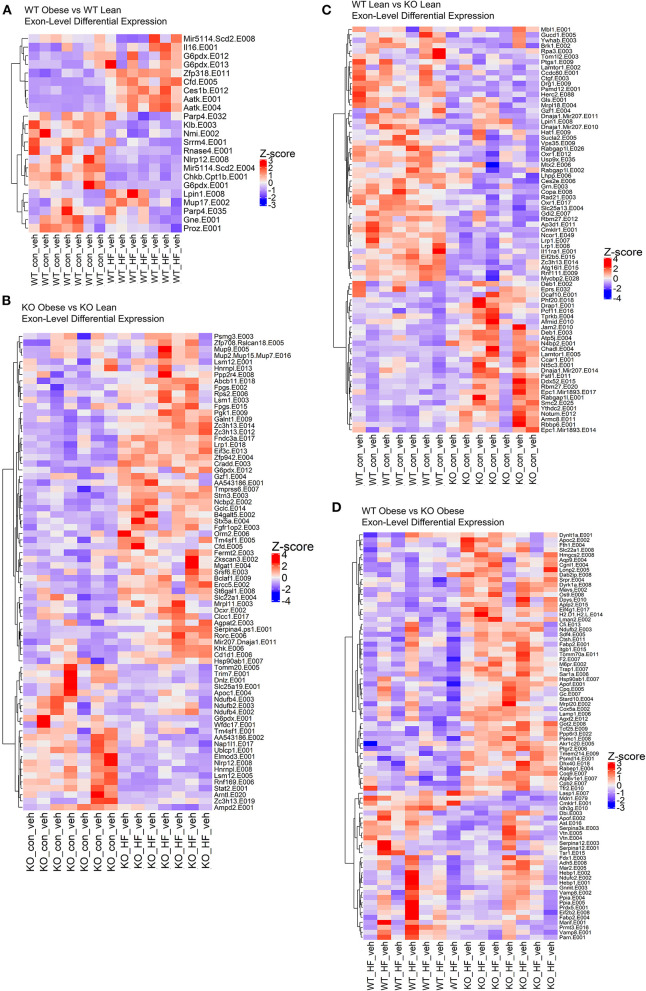
The loss of ChemR23 controls the transcriptional landscape at the exon level. **(A)** Heatmap of differentially expressed exons between WT obese and WT lean mice. **(B)** Heatmap of differentially expressed exons between ChemR23 KO obese and ChemR23 KO lean mice. **(C)** Heatmap of differentially expressed exons between WT lean and ChemR23 KO lean mice. **(D)** Heatmap of differentially expressed exons between WT obese and ChemR23 KO obese mice. All heatmaps are scaled by Z-score to center all the gene expression values on the same scale. Data are from 7 mice per group.

Subsequently, we examined the effects of the ChemR23 KO on exon-level transcripts. We identified 202 downregulated exon transcripts and 72 upregulated exon transcripts in the lean KO mice compared to the lean wildtype mice (Figure 3C). Most of the downregulated exon transcripts in the knockout lean mice classified into pathways involving infections such as hepatitis B and influenza A, Jak-STAT signaling, and protein processing in the endoplasmic reticulum. To further determine effects of the ChemR23 KO in the context of a high fat diet, we examined differentially expressed exons that significantly differed between obese WT and obese KO mice. However, unlike the gene-level analysis where close to no differentially expressed genes were detected, in the exon-level analysis we found 82 differentially expressed exon transcripts that were largely upregulated in the obese KO mice compared to the obese WT mice (Figure 3D). Many of these upregulated exon transcripts comprised of lipid transport and binding, cholesterol metabolism, proteolysis, and fibrinolysis.

In the obese WT RvE1 treated mice, compared to obese mice given a vehicle control, few exons were differentially expressed and were mostly downregulated, such as complement C4B (C4b, Log2FC = −0.88) and fibronectin 1 (Fn1, Log2FC = −0.81) (Figure 4A). In the obese KO RvE1 treated mice, relative to obese KO mice given vehicle control, there were 73 differentially expressed exons, 45 of which were downregulated and 28 upregulated with RvE1 treatment (Figure 4B). The downregulated exon transcripts mostly clustered into immunological pathways involving complement cascades, platelet activation, and fibrin clot formation. The upregulated exon transcripts clustered into the functions of metal ion and amino acid binding. Overall, these data highlight the importance of exon-level analyses to provide more in-depth characterization of dysregulated transcripts that may not be captured at the gene level. Furthermore, the findings again show some differential effects on exon transcripts upon the loss of ChemR23 and upon RvE1 administration between WT and ChemR23 KO obese mice.

**Figure 4:**
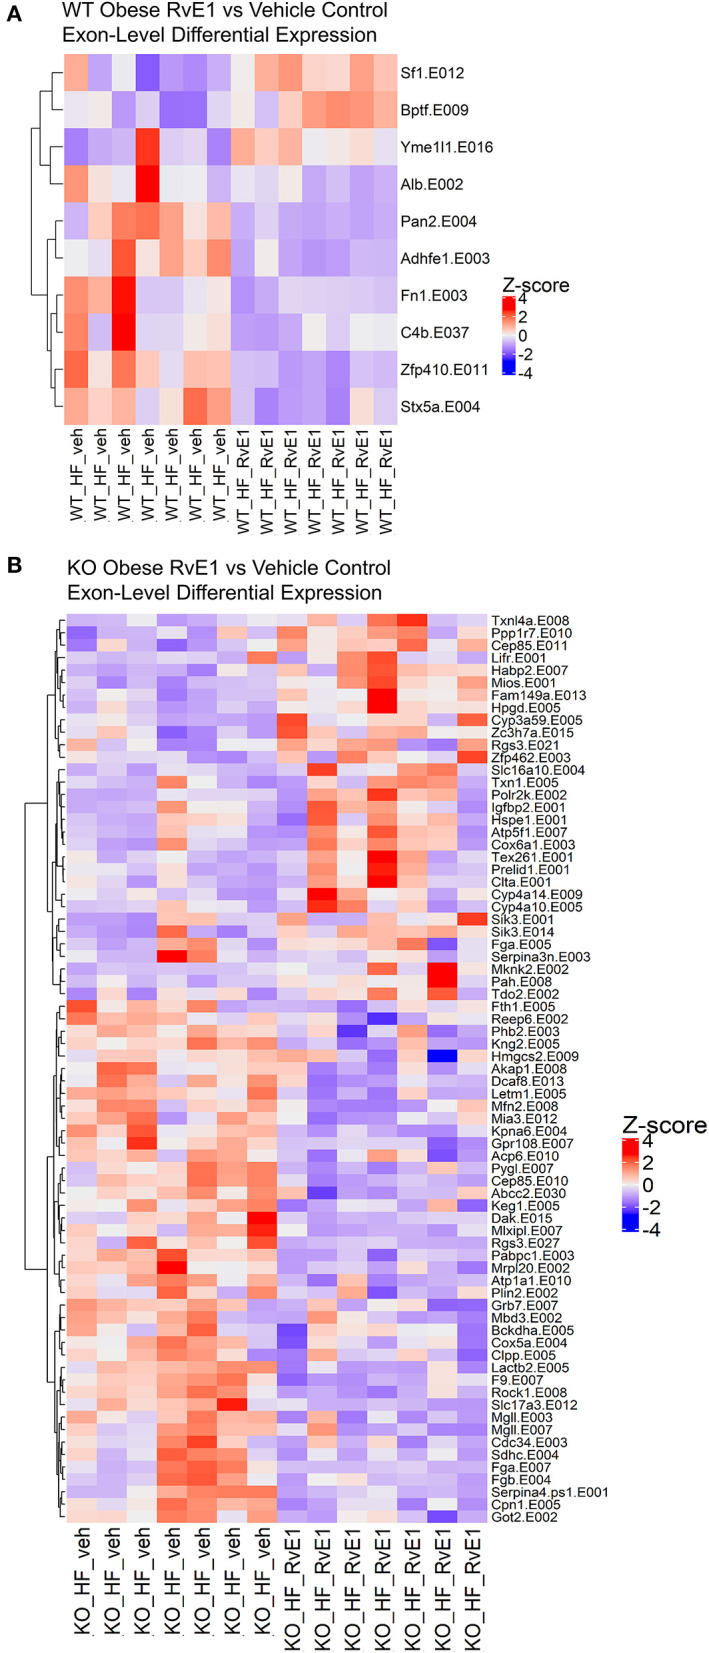
RvE1 controls transcriptional regulation and expression at the exon level. **(A)** Heatmap of differentially expressed exons between WT obese+RvE1 treated mice and WT obese+vehicle control treated mice. **(B)** Heatmap of differentially expressed exons between ChemR23 KO obese+RvE1 treated mice and ChemR23 KO obese+vehicle control treated mice. Data are from 7 mice per group.

### Exon Level Analyses Reveal Differential Expression of miRNAs Between Lean and Obese ChemR23 KO Mice

Next, we further conducted exon-level analyses between lean and obese ChemR23 KO mice. We discovered that comparing the lean ChemR23 KO mice with the obese ChemR23 KO mice yielded the most differentially expressed miRNAs than all the other groups. We found 12 significantly upregulated miRNA transcripts and 6 significantly downregulated miRNA transcripts in obese KO mice compared to lean KO mice (Figures 5A,B). Most the differentially expressed exon transcripts fell into miR-207 in the dnaJ heat shock protein family (Hsp40) member A1 (Dnaja1) gene, comprising of 6 differentially expressed exons with exon 14 containing the largest transcript segment, and all the miR-207 exons were upregulated in obese KO mice relative to lean KO mice (Figure 5C). For miR-5114 in the Scd2 gene there was one differentially expressed exon that was significantly decreased in the obese KO mice compared to the lean KO mice (Figure 5D). MiR-1893 in the enhancer of polycomb homolog 1 (Epc1) gene contained three differentially expressed exons, two of which (exons 14 and 17) were significantly downregulated in obese KO mice compared to lean KOs, and exon 1 was significantly upregulated in the obese KO mice (Figure 5E). For miR-5121 it spanned the small nucleolar RNA, C/D box 33 (Snord33) and ribosomal protein L13a (Rpl13a) genes with four differentially expressed exons, two of which were downregulated (exons 1–2) and two were upregulated (exons 5 and 11) in the obese KO mice versus the lean KOs (Figure 5F). MiR-343 contained in the excision repair cross-complementation group 2 (Ercc2) gene had only one differentially expressed transcript (exon 25) that was downregulated in the obese KO mice relative to lean KOs (Figure 5G). In miR-3064, contained in the DEAD-Box helicase 5 (Ddx5) gene, there was also one differentially expressed transcript (exon 10) that was upregulated in the obese KO mice compared to lean KOs (Figure 5H). MiR-21 spanned the vacuole membrane protein 1 (Vmp1) with one differentially expressed transcript (exon 4) that is mostly upregulated in the obese KO mice compared to lean KOs (Figure 5I). Lastly, miR-1892 contained in the serine palmitoyltransferase small subunit A (Sptssa) gene had one differentially expressed transcript at exon 2 that is downregulated in the obese KO mice relative to lean KO mice (Figure 5J). These results underscore the role of miRNAs in ChemR23 mediated signaling pathways, which may be relevant upon activation of ChemR23 with RvE1.

**Figure 5:**
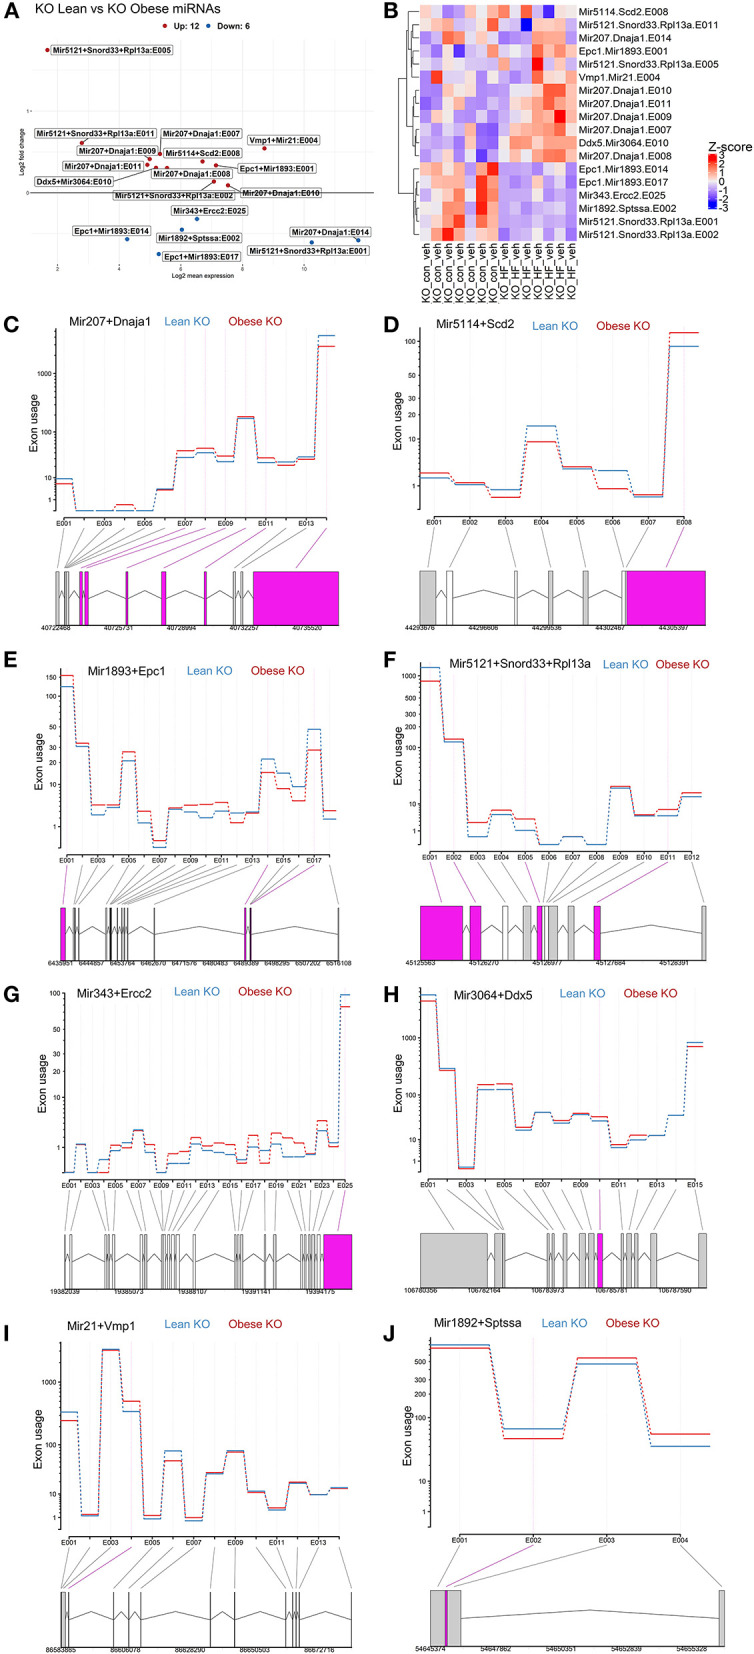
Exon level analyses show differential expression of mirnas between lean and obese ChemR23 KO mice. **(A)** MA plot between ChemR23 KO lean and ChemR23 KO obese mice showing miRNAs with a BH-adjusted p-value below 0.1 and Log2 fold change (FC) above one plotted by Log2FC in the y-axis and Log2 mean expression in the x-axis. Upregulated miRNAs are colored in red and downregulated miRNAs are colored in blue. **(B)** Heatmap of miRNAs with corresponding exons that were differentially expressed between ChemR23 KO lean and ChemR23 KO obese mice. Differential expression plot of exon transcripts in **(C)** miR-207 **(D)** miR-5114 **(E)** miR-1893, **(F)** miR-5121, **(G)** miR-343, **(H)** miR-3064, **(I)** miR-21, and **(J)** miR-1892 that were significantly different between ChemR23 KO lean and ChemR23 KO obese mice. Data are from 7 mice per group.

### Predicted Targets of miRNA Transcripts in KO Obese and KO Lean Mice

To determine the potential gene-pathway targets of the miRNAs that were identified, we conducted a miRNA target prediction analysis and clustered the generated gene lists into their corresponding KEGG pathways. For miRNAs with too few gene targets to cluster into KEGG pathways we report “biological process” gene ontologies instead. We found miR-207 likely targets genes in pathways mainly related to ascorbate/aldarate metabolism, cytochrome P450 metabolism, steroid hormone biosynthesis, and retinol metabolism (Figure 6A). For miR-5114 multiple immunological pathway targets were revealed such as leukocyte migration, cell adhesion molecules (CAMs), and cytokine-cytokine receptor interactions (Figure 6B). As for miR-1893, the primary gene ontology the gene targets classified into was apoptotic signaling with the largest fold enrichment at 83.7 followed by potassium ion transport at 25.1 (Figure 6C). For miR-5121 regulation of autophagy, ErbB signaling, choline metabolism, toll-like receptor signaling, and mTOR signaling were the primary pathway targets (Figure 6D). MiR-5121 also had a few targets in immunological pathways such as the hepatitis C and Epstein-Barr viral infection response. Similarly, miR-343 also had immunologically related gene targets such as negative regulation of IL-6 production (Figure 6E). On the other hand, miR-3064 primarily contained gene targets that classified into cytoskeletal functions such as exocytosis, cytoskeletal organization, and actin cytoskeletal filaments (Figure 6F). In addition, miR-3064 contained potential targets in negative regulation of the insulin receptor signaling pathway and Rho protein signal transduction. For miR-21, we found immunological pathway hits such as ERK1/ERK2 cascades, lymphocyte and monocyte chemotaxis, negative regulation of GTPases, and negative regulation of fibroblast growth factor signaling (Figure 6G). Lastly, miR-1892 had gene targets that spanned pathways such as retrograde endocannabinoid signaling, tryptophan metabolism, and cancer-related pathways (Figure 6H). Taken together, many predicted miRNA targets span a wide range of metabolic and inflammatory pathways that provide a framework for testing their role in ChemR23 mediated signaling.

**Figure 6:**
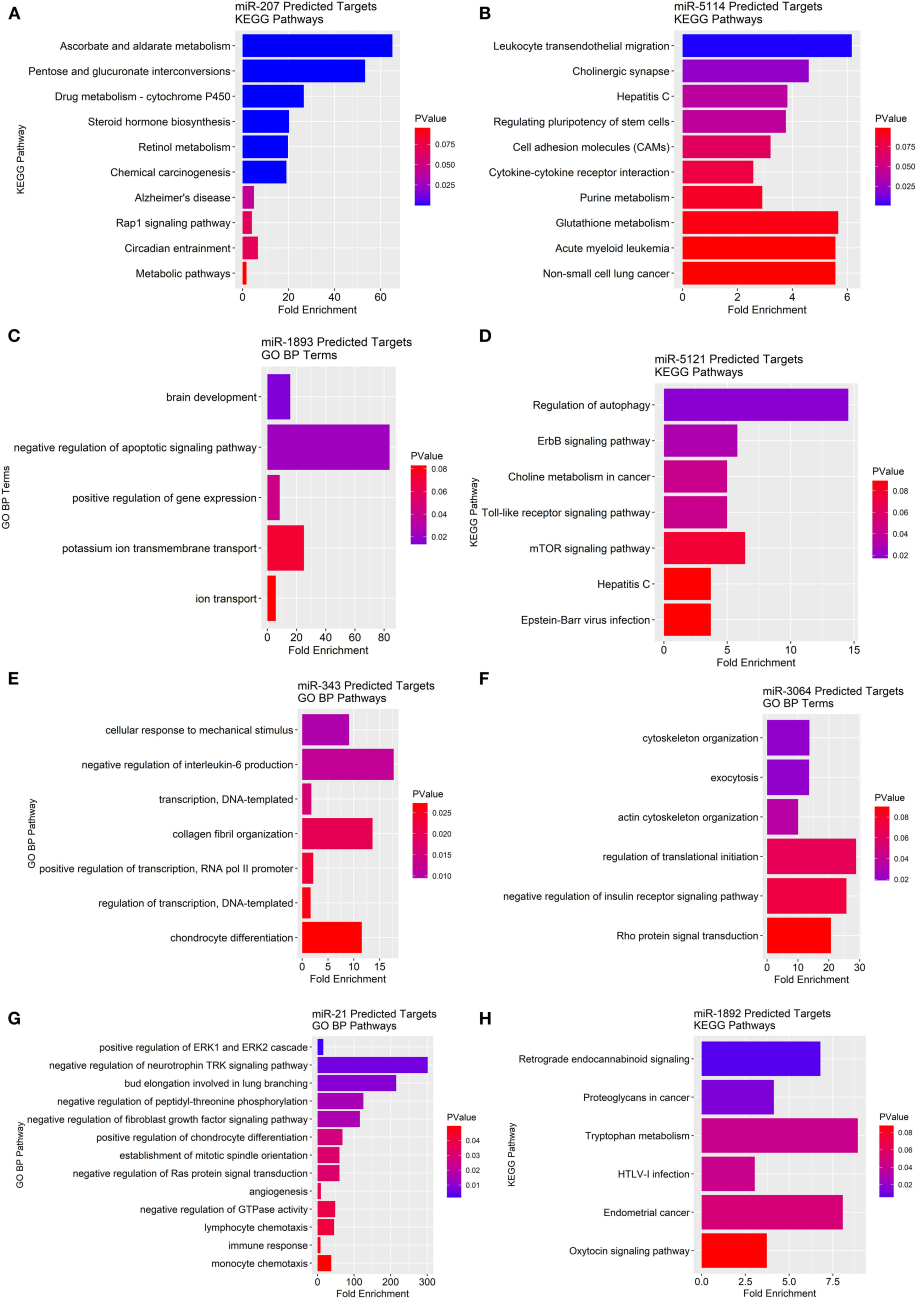
KEGG pathway and gene ontology analyses of predicted miRNA gene targets in ChemR23 KO obese and ChemR23 KO lean mice. Predicted miRNA KEGG pathway or gene ontology (GO) biological process (BP) targets are plotted by fold enrichment and colored by p-value, with red denoting the least significance and blue denoting the most significance. Predicted KEGG pathway targets for **(A)** miR-207 and **(B)** miR-5114 between ChemR23 KO lean and ChemR23 KO obese mice Predicted GO BP targets for **(C)** miR-1893 between ChemR23 KO lean and ChemR23 KO obese mice. Predicted KEGG pathway targets for **(D)** miR-5121 between ChemR23 KO lean and ChemR23 KO obese mice. Predicted GO BP targets for **(E)** miR-343, **(F)** miR-3064, and **(G)** miR-21 between ChemR23 KO lean and ChemR23 KO obese mice. Predicted KEGG pathway targets for **(H)** miR-1892 between ChemR23 KO lean and ChemR23 KO obese mice. Data are from 7 mice per group.

## Discussion

This study provides the first in-depth transcriptional analysis of RvE1-ChemR23 mediated hepatic pathways that span gene and exon-level transcriptional changes. In the gene-level analyses, we first tested diet-level changes between groups and found that both WT and ChemR23 KO obese mice had dysregulated pathways related to insulin signaling, glucose intolerance, hepatic steatosis, and NAFLD compared to lean WT and ChemR23 KO controls. This indicates that the loss of ChemR23 is not protective against the transcriptional dysregulation that is driven by a high fat diet.

When comparing genotype driven differences between the WT lean and ChemR23 KO lean mice, we found that pathways related to activated immunological and chemotaxis markers were primarily upregulated in ChemR23 KO animals consuming a control diet. This is in agreement with multiple studies that have shown ChemR23's regulatory effects in immune cell chemotaxis and inflammation (13, 17, 57–60). Interestingly, when challenged with a high fat diet, the WT and KO obese mice portray the same gene-level profile, potentially indicating that obesity drives the two groups to have similar hepatic transcriptional landscapes when examining gene-level changes. However, with an exon-level analysis accounting for changes in alternative splicing, the gene-level analysis failed to detect differentially expressed exons in pathways such as lipid transport and cholesterol metabolism that are upregulated in the livers of obese ChemR23 KO mice. Therefore, these studies suggest that the loss of ChemR23 could be further exacerbating the hepatic transcriptome in response to a high fat diet. There is some evidence that the loss ChemR23 promotes a modest increase in body weight in older mice without a major impact on adipocyte differentiation (61). Thus, future studies should investigate the role of ChemR23 in liver lipid and glucose metabolism.

An interesting finding was that obese WT mice, relative to lean controls, had a robust reduction in pathways related to the biosynthesis of unsaturated fatty acids. We also observed a reduction in stearoyl-coA desaturase gene expression, consistent with the notion that unsaturated fatty acids are lowered in the livers of obese mice. This is worth exploring in greater detail in the future as a high fat diet may be rendering the liver to be deficient in key unsaturated fatty acids such as EPA and DHA and thereby downstream metabolites of these fatty acids including RvE1, which are critical players in resolution of inflammation (62). Indeed, there is evidence that liver Δ5- and Δ6-desaturase activities are lowered with a high fat diet, which has implications for the development of insulin resistance (63).

The gene-level analysis showed that WT obese RvE1 treated mice had significantly upregulated genes in pathways relating to insulin sensitivity, which corroborates our previous findings that established RvE1's effects at reducing hyperinsulinemia and hyperglycemia (10, 64). In the obese ChemR23 KO RvE1 treated mice, genes related to hepatic glucose homeostasis, such as Foxq1, were downregulated as well; however, decreasing Foxq1 is associated with increased impairment of glucose homeostasis (50). This is also worth further investigation as our previous findings showed that ChemR23 KO mice do not show improvements in hyperglycemia/insulinemia upon RvE1 treatment, indicating that RvE1's effects are ChemR23 dependent (10). Hence, in the obese KO mice, we found genes supporting mechanisms related to glucose impairment, indicating that in the absence of the ChemR23 receptor, RvE1's glucose homeostatic effects in the liver are impaired.

Exon level analyses of RvE1 treated mice revealed multiple exon transcripts related to immunological functions such as complement cascades. These pathways were downregulated in both obese WT and KO RvE1 treated mice, indicating that some of RvE1's immunological effects in the liver are also mediated by ChemR23-independent mechanisms. One likely mechanism would be RvE1 binding and signaling through the LTB_4_ receptor (BLT1), a major driver of inflammation (17, 65–67). Future studies will need to tease apart how RvE1 may control the inflammatory status at the cellular level by signaling through LTB_4_ across metabolic tissues such as liver and white adipose tissue. LTB_4_ is of interest given its role as a chemoattractant for pro-inflammatory cells (67). Overall, RvE1 is likely targeting multiple pathways related to hepatic chronic inflammation which could also include a role for chemerin, the ligand for ChemR23. Indeed, there is evidence for differing SPMs to control varying aspects of hepatic inflammation (68).

Another advancement from this study was the differential expression of miRNAs that were identified between lean ChemR23 KO vs. obese ChemR23 KO mice that would have not been detected with only a gene-level analysis. We identified miRNAs that target a variety of pathways. Many of these miRNA pathway targets related to immunological outcomes such as leukocyte and monocyte migration/chemotaxis, cell adhesion molecules, toll-like receptor signaling, cytokine receptor signaling, viral infection response, and negative regulation of IL-6 production. A limitation to the miRNA analysis is that we cannot determine whether the identified miRNA pathway targets are up- or downregulated since some miRNAs result in either inhibition or upregulation of transcription. However, these findings indicate that miRNAs can play a major role in ChemR23 mediated signaling, particularly in immunologically related phenotypes or inflammation, and should be considered in mechanistic studies related to the ChemR23 receptor and it's ligands (i.e., RvE1, chemerin), especially in the context of diet-induced obesity.

There are several limitations to this study. We relied on a four day treatment with RvE1, which does not model how RvE1 intake would occur in humans. Thus, future studies will need to examine how long-term RvE1 intake can control the transcriptional landscape in WT and KO mice. In addition, we did not examine sex differences as there is an increasing appreciation that SPM bioavailability is different between males and females (9, 69, 70). In addition, the effects of RvE1's parent compound EPA on glucose homeostasis also appear to be sex-specific (71). Furthermore, we did not conduct studies at the cellular level, which will provide insight on how the RvE1-ChemR23 axis controls the transcriptional landscape, particularly at the exon level of distinct cell types that express high levels of ChemR23. Future studies will need to connect if dietary EPA exerts its effects through RvE1 on the hepatic transcriptional landscape. This will require investigating the bioavailability of RvE1 in the liver in response to EPA administration. Finally, subsequent studies will need to probe the transcriptional response to RvE1 immediately after intervention with this SPM. In this study, we measured the transcriptional response a day after the last dose of RvE1. However, since RvE1 is rapidly metabolized, it is possible that transcriptional activity would vary at an earlier time point.

In conclusion, our study emphasizes the importance of measuring both whole gene level and in-depth exon level changes to capture a more accurate snapshot of transcriptional regulation that may not detected or lost in gene-level only analyses (72). Importantly, we discovered that the loss of ChemR23 is associated with a dysregulated transcriptional profile at the exon level in response to a high fat diet compared to controls. In addition, RvE1 administration upregulated genes related to pathways of insulin sensitivity in WT mice, which was generally not recapitulated with the ChemR23 KO mice given RvE1. These results provide inflammatory and metabolic targets of interest for future mechanistic studies focused on the RvE1-ChemR23 axis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/, GSE188599.

## Ethics Statement

The animal study was reviewed and approved by University of North Carolina at Chapel Hill IACUC.

## Author Contributions

AA-S designed and performed research, analyzed data, and wrote and edited the paper. AP designed and performed research. SRS designed research, wrote parts of the paper, and edited the paper. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by NIH R01AT008375 (SRS) and P30DK05635 (SRS). This material was also based upon work supported by the National Science Foundation Graduate Research Fellowship Program under (Grant No. 1650116 to AA-S).

## Author Disclaimer

Any opinions, findings, and conclusions or recommendations expressed in this material are those of the author(s) and do not necessarily reflect the views of the National Science Foundation.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] OstermannAIWestALSchoenfeldKBrowningLMWalkerCGJebbSA. Plasma oxylipins respond in a linear dose-response manner with increased intake of EPA and DHA: results from a randomized controlled trial in healthy humans. Am J Clin Nutr. (2019) 109:1251–63. 10.1093/ajcn/nqz01631006007

[2] Al-ShaerAEBuddenbaumNShaikhSR. Polyunsaturated fatty acids, specialized pro-resolving mediators, and targeting inflammation resolution in the age of precision nutrition. Biochim Biophys Acta Mol Cell Biol Lipids. (2021) 1866:158936. 10.1016/j.bbalip.2021.15893633794384PMC8496879

[3] BasilMCLevyBD. Specialized pro-resolving mediators: endogenous regulators of infection and inflammation. Nat Rev Immunol. (2016) 16:51–67. 10.1038/nri.2015.426688348PMC5242505

[4] ChandrasekharanJASharma-WaliaN. Lipoxins: nature's way to resolve inflammation. J Inflamm Res. (2015) 8:181–92. 10.2147/JIR.S9038026457057PMC4598198

[5] SerhanCNSheppardKA. Lipoxin formation during human neutrophil-platelet interactions. Evidence for the transformation of leukotriene A4 by platelet 12-lipoxygenase *in vitro*. J Clin Invest. (1990) 85:772–80. 10.1172/JCI1145032155925PMC296494

[6] SerhanCNChiangNDalliJLevyBD. Lipid mediators in the resolution of inflammation. Cold Spring Harb Perspect Biol. (2014) 7:a016311. 10.1101/cshperspect.a01631125359497PMC4315926

[7] KosarajuRGuesdonWCrouchMJTeagueHLSullivanEMKarlssonEA. B cell activity is impaired in human and mouse obesity and is responsive to an essential fatty acid upon murine influenza infection. J Immunol. (2017) 198:4738–52. 10.4049/jimmunol.160103128500069PMC5482422

[8] NeuhoferAZeydaMMascherDItariuBKMuranoILeitnerL. Impaired local production of proresolving lipid mediators in obesity and 17-HDHA as a potential treatment for obesity-associated inflammation. Diabetes. (2013) 62:1945–56. 10.2337/db12-082823349501PMC3661630

[9] CrouchMJKosarajuRGuesdonWArmstrongMReisdorphNJainR. Frontline Science: a reduction in DHA-derived mediators in male obesity contributes toward defects in select B cell subsets and circulating antibody. J Leukoc Biol. (2019) 106:241–57. 10.1002/JLB.3HI1017-405RR30576001PMC10020993

[10] PalAAl-ShaerAEGuesdonWTorresMJArmstrongMQuinnK. Resolvin E1 derived from eicosapentaenoic acid prevents hyperinsulinemia and hyperglycemia in a host genetic manner. FASEB J. (2020) 34:10640–56. 10.1096/fj.202000830R32579292PMC7497168

[11] TangYZhangMJHellmannJKosuriMBhatnagarASpiteM. Proresolution therapy for the treatment of delayed healing of diabetic wounds. Diabetes. (2013) 62:618–27. 10.2337/db12-068423043160PMC3554373

[12] Laguna-FernandezAChecaACarracedoMArtiachGPetriMHBaumgartnerR. ERV1/ChemR23 signaling protects against atherosclerosis by modifying oxidized low-density lipoprotein uptake and phagocytosis in macrophages. Circulation. (2018) 138:1693–705. 10.1161/CIRCULATIONAHA.117.03280129739755PMC6200387

[13] van der VorstEPCMandlMMüllerMNeideckCJansenYHristovM. Hematopoietic ChemR23 (Chemerin Receptor 23) fuels atherosclerosis by sustaining an m1 macrophage-phenotype and guidance of plasmacytoid dendritic cells to murine lesions-brief report. Arterioscler Thromb Vasc Biol. (2019) 39:685–93. 10.1161/ATVBAHA.119.31238630786742

[14] HerreraBSHasturkHKantarciAFreireMONguyenOKansalS. Impact of resolvin E1 on murine neutrophil phagocytosis in type 2 diabetes. Infect Immun. (2015) 83:792–801. 10.1128/IAI.02444-1425486994PMC4294250

[15] SimaCMonteroENguyenDFreireMNorrisPSerhanCN. ERV1 overexpression in myeloid cells protects against high fat diet induced obesity and glucose intolerance. Sci Rep. (2017) 7:12848. 10.1038/s41598-017-13185-728993702PMC5634420

[16] GoralskiKBMcCarthyTCHannimanEAZabelBAButcherECParleeSD. Chemerin, a novel adipokine that regulates adipogenesis and adipocyte metabolism. J Biol Chem. (2007) 282:28175–88. 10.1074/jbc.M70079320017635925

[17] AritaMOhiraTSunY-PElangovanSChiangNSerhanCN. Resolvin E1 selectively interacts with leukotriene B4 receptor BLT1 and ChemR23 to regulate inflammation. J Immunol. (2007) 178:3912–7. 10.4049/jimmunol.178.6.391217339491

[18] ZhangJWangMYeJLiuJXuYWangZ. The anti-inflammatory mediator resolvin e1 protects mice against lipopolysaccharide-induced heart injury. Front Pharmacol. (2020) 11:203. 10.3389/fphar.2020.0020332256344PMC7094758

[19] LargenPGFrenchJEMoustaid-MoussaNVorugantiVSMayer-DavisEJBizonCA. Synergizing mouse and human studies to understand the heterogeneity of obesity. Adv Nutr Res. (2021) 12:2023–34. 10.1093/advances/nmab04033885739PMC8483969

[20] LangmeadBSalzbergSL. Fast gapped-read alignment with Bowtie 2. Nat Methods. (2012) 9:357–9. 10.1038/nmeth.192322388286PMC3322381

[21] LiaoYSmythGKShiW. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. (2014) 30:923–30. 10.1093/bioinformatics/btt65624227677

[22] LoveMIHuberWAndersS. Moderated estimation of fold change and' ' dispersion for RNA-seq data with DESeq2. Genome Biol. (2014) 15:550. 10.1186/s13059-014-0550-825516281PMC4302049

[23] AndersSReyesAHuberW. Detecting differential usage of exons from RNA-seq data. Genome Res. (2012) 22:2008–17. 10.1101/gr.133744.11122722343PMC3460195

[24] AgarwalVBellGWNamJ-WBartelDP. Predicting effective microRNA target sites in mammalian mRNAs. Elife. (2015) 12:4. 10.7554/eLife.0500526267216PMC4532895

[25] PanYLuLChenJZhongYDaiZ. Identification of potential crucial genes and construction of microRNA-mRNA negative regulatory networks in osteosarcoma. Hereditas. (2018) 155:21. 10.1186/s41065-018-0061-929760609PMC5941338

[26] KirpichIAGobejishviliLNBon HommeMWaigelSCaveMArteelG. Integrated hepatic transcriptome and proteome analysis of mice with high-fat diet-induced nonalcoholic fatty liver disease. J Nutr Biochem. (2011) 22:38–45. 10.1016/j.jnutbio.2009.11.00920303728PMC3860361

[27] MengL-BShanM-JQiuYQiRYuZ-MGuoP. TPM2 as a potential predictive biomarker for atherosclerosis. Aging. (2019) 11:6960–82. 10.18632/aging.10223131487691PMC6756910

[28] HeintzMMMcReeRKumarRBaldwinWS. Gender differences in diet-induced steatotic disease in Cyp2b-null mice. PLoS ONE. (2020) 15:e0229896. 10.1371/journal.pone.022989632155178PMC7064244

[29] SongN-JKimSJangB-HChangS-HYunUJParkK-M. Small molecule-induced complement factor D (adipsin) promotes lipid accumulation and adipocyte differentiation. PLoS ONE. (2016) 11:e0162228. 10.1371/journal.pone.016222827611793PMC5017651

[30] HoekstraMStitzingerMvan WanrooijEJAMichonINKruijtJKKamphorstJ. Microarray analysis indicates an important role for FABP5 and putative novel FABPs on a Western-type diet. J Lipid Res. (2006) 47:2198–207. 10.1194/jlr.M600095-JLR20016885566

[31] Fernández GianottiTBurgueñoAGonzales MansillaNPirolaCJSookoianS. Fatty liver is associated with transcriptional downregulation of stearoyl-CoA desaturase and impaired protein dimerization. PLoS ONE. (2013) 8:e76912. 10.1371/journal.pone.007691224098813PMC3786952

[32] YangHHerringJWynnAElisonWWaltonCGoodL. Full body loss of the nuclear hormone receptor Nr4a3 results induces obesity and glucose intolerance. FASEB J. (2020) 34:1–1. 10.1096/fasebj.2020.34.s1.05965

[33] ZhangYLiYNiepelMWKawanoYHanSLiuS. Targeted deletion of thioesterase superfamily member 1 promotes energy expenditure and protects against obesity and insulin resistance. Proc Natl Acad Sci USA. (2012) 109:5417–22. 10.1073/pnas.111601110922427358PMC3325675

[34] SunYYangYQinZCaiJGuoXTangY. The acute-phase protein orosomucoid regulates food intake and energy homeostasis via leptin receptor signaling pathway. Diabetes. (2016) 65:1630–41. 10.2337/db15-119327207522

[35] ZhuYZhaoSDengYGordilloRGhabenALShaoM. Hepatic GALE regulates whole-body glucose homeostasis by modulating Tff3 expression. Diabetes. (2017) 66:2789–99. 10.2337/db17-032328877911PMC5652600

[36] DudekMKołodziejskiPAPruszyńska-OszmałekESassekMZiarniakKNowakKW. Effects of high-fat diet-induced obesity and diabetes on Kiss1 and GPR54 expression in the hypothalamic-pituitary-gonadal (HPG) axis and peripheral organs (fat, pancreas and liver) in male rats. Neuropeptides. (2016) 56:41–9. 10.1016/j.npep.2016.01.00526853724

[37] El-AssaadWEl-KouhenKMohammadAHYangJMoritaMGamacheI. Deletion of the gene encoding G0/G 1 switch protein 2 (G0s2) alleviates high-fat-diet-induced weight gain and insulin resistance, and promotes browning of white adipose tissue in mice. Diabetologia. (2015) 58:149–57. 10.1007/s00125-014-3429-z25381555PMC5001162

[38] KarlstetterMWalczakYWeigeltKEbertSVan den BrulleJSchwerH. The novel activated microglia/macrophage WAP domain protein, AMWAP, acts as a counter-regulator of proinflammatory response. J Immunol. (2010) 185:3379–90. 10.4049/jimmunol.090330020709948

[39] TantawyMAHatesuerBWilkEDenglerLKasnitzNWeißS. The interferon-induced gene Ifi27l2a is active in lung macrophages and lymphocytes after influenza A infection but deletion of Ifi27l2a in mice does not increase susceptibility to infection. PLoS ONE. (2014) 9:e106392. 10.1371/journal.pone.010639225184786PMC4153650

[40] ChenKBaoZTangPGongWYoshimuraTWangJM. Chemokines in homeostasis and diseases. Cell Mol Immunol. (2018) 15:324–34. 10.1038/cmi.2017.13429375126PMC6052829

[41] DePaula-SilvaABGorbeaCDotyDJLibbeyJESanchezJMSHanakTJ. Differential transcriptional profiles identify microglial- and macrophage-specific gene markers expressed during virus-induced neuroinflammation. J Neuroinflammation. (2019) 16:152. 10.1186/s12974-019-1545-x31325960PMC6642742

[42] YangYBWuXLKeBHuangYJChenSQSuYQ. Effects of caloric restriction on peroxisome proliferator-activated receptors and positive transcription elongation factor b expression in obese rats. Eur Rev Med Pharmacol Sci. (2017) 21:4369–78.29077158

[43] OrianAEisenmanRN. TGF-beta flips the Myc switch. Sci STKE. (2001) 2001:pe1. 10.1126/stke.2001.88.pe111752658

[44] FrederickJPLiberatiNTWaddellDSShiYWangX-F. Transforming growth factor beta-mediated transcriptional repression of c-myc is dependent on direct binding of Smad3 to a novel repressive Smad binding element. Mol Cell Biol. (2004) 24:2546–59. 10.1128/MCB.24.6.2546-2559.200414993291PMC355825

[45] HaqueRNazirASMAD. Transcription Factor, Sma-9, Attunes TGF-β Signaling Cascade Towards Modulating Amyloid Beta Aggregation and Associated Outcome in Transgenic C. elegans Mol Neurobiol. (2016) 53:109–19. 10.1007/s12035-014-8988-y25407930

[46] LiMJWangPLiuXLimELWangZYeagerM. GWASdb: a database for human genetic variants identified by genome-wide association studies. Nucleic Acids Res. (2012) 40:D1047–54. 10.1093/nar/gkr118222139925PMC3245026

[47] GreenawaltDMSiebertsSKCornelisMCGirmanCJZhongHYangX. Integrating genetic association, genetics of gene expression, and single nucleotide polymorphism set analysis to identify susceptibility Loci for type 2 diabetes mellitus. Am J Epidemiol. (2012) 176:423–430. 10.1093/aje/kws12322865700PMC3499116

[48] AthinarayananSFanY-YWangXCallawayECaiDChalasaniN. Fatty Acid Desaturase 1 Influences Hepatic Lipid Homeostasis by Modulating the PPARα-FGF21 Axis. Hepatol Commun. (2021) 5:461–77. 10.1002/hep4.162933681679PMC7917273

[49] JimenezVJambrinaCCasanaESacristanVMuñozSDarribaS. FGF21 gene therapy as treatment for obesity and insulin resistance. EMBO Mol Med. (2018) 10:e8791. 10.15252/emmm.20170879129987000PMC6079533

[50] CuiYQiaoAJiaoTZhangHXueYZouY. The hepatic FOXQ1 transcription factor regulates glucose metabolism in mice. Diabetologia. (2016) 59:2229–39. 10.1007/s00125-016-4043-z27421728

[51] NunemakerCSChungHGVerrilliGMCorbinKLUpadhyeASharmaPR. Increased serum CXCL1 and CXCL5 are linked to obesity, hyperglycemia, and impaired islet function. J Endocrinol. (2014) 222:267–76. 10.1530/JOE-14-012624928936PMC4135511

[52] PalmerDCGuittardGCFrancoZCromptonJGEilRLPatelSJ. Cish actively silences TCR signaling in CD8+ T cells to maintain tumor tolerance. J Exp Med. (2015) 212:2095–113. 10.1084/jem.2015030426527801PMC4647263

[53] DelconteRBKolesnikTBDagleyLFRautelaJShiWPutzEM. CIS is a potent checkpoint in NK cell-mediated tumor immunity. Nat Immunol. (2016) 17:816–24. 10.1038/ni.347027213690

[54] SawantKVPoluriKMDuttaAKSepuruKMTroshkinaAGarofaloRP. Chemokine CXCL1 mediated neutrophil recruitment: Role of glycosaminoglycan interactions. Sci Rep. (2016) 6:33123. 10.1038/srep3312327625115PMC5021969

[55] BolesNCHirschSELeSCorneoBNajmFMinottiAP. NPTX1 regulates neural lineage specification from human pluripotent stem cells. Cell Rep. (2014) 6:724–36. 10.1016/j.celrep.2014.01.02624529709

[56] DengCXiangYTanTRenZCaoCLiuB. The imbalance of B-lymphocyte subsets in subjects with different glucose tolerance: relationship with metabolic parameter and disease status. J Diabetes Res. (2017) 2017:5052812. 10.1155/2017/505281228491871PMC5410374

[57] HerováMSchmidMGemperleCHersbergerM. ChemR23, the receptor for chemerin and resolvin E1, is expressed and functional on M1 but not on M2 macrophages. J Immunol. (2015) 194:2330–7. 10.4049/jimmunol.140216625637017

[58] López-VicarioCRiusBAlcaraz-QuilesJGonzález-PérizAMartínez-PucholAICasullerasM. Association of a variant in the gene encoding for ERV1/ChemR23 with reduced inflammation in visceral adipose tissue from morbidly obese individuals. Sci Rep. (2017) 7:15724. 10.1038/s41598-017-15951-z29146976PMC5691181

[59] WittamerVFranssenJ-DVulcanoMMirjoletJ-FLe PoulEMigeotteI. Specific recruitment of antigen-presenting cells by chemerin, a novel processed ligand from human inflammatory fluids. J Exp Med. (2003) 198:977–85. 10.1084/jem.2003038214530373PMC2194212

[60] IannoneFLapadulaG. Chemerin/ChemR23 pathway: a system beyond chemokines. Arthritis Res Ther. (2011) 3:104. 10.1186/ar327321542878PMC3132019

[61] RougerLDenisGRLuangsaySParmentierM. ChemR23 knockout mice display mild obesity but no deficit in adipocyte differentiation. J Endocrinol. (2013) 219:279–89. 10.1530/JOE-13-010624084834

[62] González-PérizAHorrilloRFerréNGronertKDongBMorán-SalvadorE. Obesity-induced insulin resistance and hepatic steatosis are alleviated by omega-3 fatty acids: a role for resolvins and protectins. FASEB J. (2009) 23:1946–57. 10.1096/fj.08-12567419211925PMC2698663

[63] ValenzuelaRBarreraCEspinosaALlanosPOrellanaPVidelaLA. Reduction in the desaturation capacity of the liver in mice subjected to high fat diet: Relation to LCPUFA depletion in liver and extrahepatic tissues. Prostaglandins Leukot Essent Fatty Acids. (2015) 98:7–14. 10.1016/j.plefa.2015.04.00225910408

[64] SimaCPasterBVan DykeTE. Function of pro-resolving lipid mediator resolvin E1 in type 2 diabetes. Crit Rev Immunol. (2018) 38:343–65. 10.1615/CritRevImmunol.201802675030806214PMC6392080

[65] SaekiKYokomizoT. Identification, signaling, and functions of LTB4 receptors. Semin Immunol. (2017) 33:30–6. 10.1016/j.smim.2017.07.01029042026

[66] SubramanianBCMajumdarRParentCA. The role of the LTB4-BLT1 axis in chemotactic gradient sensing and directed leukocyte migration. Semin Immunol. (2017) 33:16–29. 10.1016/j.smim.2017.07.00229042024PMC8288505

[67] LiPOhDYBandyopadhyayGLagakosWSTalukdarSOsbornO. LTB4 promotes insulin resistance in obese mice by acting on macrophages, hepatocytes and myocytes. Nat Med. (2015) 21:239–47. 10.1038/nm.380025706874PMC4429798

[68] ClàriaJFlores-CostaRDuran-GüellMLópez-VicarioC. Proresolving lipid mediators and liver disease. Biochim Biophys Acta Mol Cell Biol Lipids. (2021) 1866:159023. 10.1016/j.bbalip.2021.15902334352389

[69] RathodKSKapilVVelmuruganSKhambataRSSiddiqueUKhanS. Accelerated resolution of inflammation underlies sex differences in inflammatory responses in humans. J Clin Invest. (2017) 127:169–82. 10.1172/JCI8942927893465PMC5199722

[70] EnglishJTNorrisPCHodgesRRDarttDASerhanCN. Identification and profiling of specialized pro-resolving mediators in human tears by lipid mediator metabolomics. Prostaglandins Leukot Essent Fatty Acids. (2017) 117:17–27. 10.1016/j.plefa.2017.01.00428237084PMC5329889

[71] PalASunSArmstrongMMankeJReisdorphNAdamsVR. Beneficial effects of eicosapentaenoic acid on the metabolic profile of obese female mice entails upregulation of HEPEs and increased abundance of enteric Akkermansia muciniphila. Biochim Biophys Acta Mol Cell Biol Lipids. (2022) 1867:159059. 10.1016/j.bbalip.2021.15905934619367PMC8627244

[72] Al-ShaerAEFlentkeGRBerresMEGaricASmithSM. Exon level machine learning analyses elucidate novel candidate miRNA targets in an avian model of fetal alcohol spectrum disorder. PLoS Comput Biol. (2019) 15:e1006937. 10.1371/journal.pcbi.100693730973878PMC6478348

# Supplementary material for: Resolvin E1-ChemR23 Axis Regulates the Hepatic Metabolic and Inflammatory Transcriptional Landscape in Obesity at the Whole Genome and Exon Level
**Source:** Front Nutr. 2021 Dec 24;8:799492. doi: 10.3389/fnut.2021.799492
**Supplement:** Supplementary file 9

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188599

How the deposited data were processed for this re-analysis (not part of the article)

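Livers of 42 male mice were sequenced, 7 mice in each of 6 groups (WT lean, WT obese, KO lean, KO obese, WT obese+RvE1 and KO obese+RvE1), with 1 library per mouse. The high fat diet held 60% of its energy as fat against 10% in the lean diet, and both lasted 15 weeks. RvE1 (300 ng) or vehicle was injected on 4 days before harvest on day 5. Conditions were taken from the sample labels and match the 7 mice per group of the methods.

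The authors built TruSeq stranded total RNA libraries, sequenced them as read pairs on a NovaSeq instrument, aligned them to UCSC mm10 with Bowtie2 and counted pairs per gene with featureCounts, requiring both ends to map. The versions, the gene annotation and the strand setting are not given in the sources used here. They ran DESeq2 once per comparison, with size factors from its 14 libraries. The deposited signal values are therefore reads per gene divided by a size factor, comparable within a table only. The deposited tables also hold the authors' log2 fold changes, which are shrunken toward 0, and their p-value and BH-adjusted p-value for each gene. Their baseMean lay below the mean of the listed values in 5 to 37 genes per table. Between 20 and 26 genes per table carry date-like names in place of symbols. They were kept in the tests and left out of comparisons between tables and of named genes.

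From the deposited signal values, the whole reads were recovered by finding the worth of 1 read in each library. All values (100%) came out whole within a tolerance of 0.1 reads, and a library found in several tables had 0 differing reads. Reads on listed genes per library ran from 15992525 to 43841120, with a median of 24298289. Between 2 libraries of a group the smallest chi-square per gene was 22.6 over 126 pairs, so no library was counted as a repeat of another. Depth limits what can be seen in genes with few reads, such as Wscd2 in WT mice and Alox5.

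Each comparison was tested on log2(normalized count + 1) with limma (3.58.1, lmFit and eBayes with trend, in R 4.3.3), two-sided, on genes with a mean normalized count of at least 5 over 14 libraries, and p-values were BH-adjusted. Genes were called at an adjusted p under 0.1 and a fold change above 1.5. The paper's text gives a Log2 FC above 1.5, while its figure places the line lower and it names called genes below 1, so the fold change of 1.5 was taken as its setting and the other reading as an alternative. Interactions of diet with genotype and of RvE1 with genotype were fitted with limma, each fold change formed within its own table, and counted at an adjusted p under 0.1 with no fold threshold. Pathway lists were written from general knowledge, not from KEGG, and tested with a one-sided Fisher's exact test on genes called at an adjusted p under 0.1 regardless of fold change, against all genes tested in the table, with BH adjustment over 10 lists. The rule for named genes was every gene that the paper's results name for a comparison, and the 2 genes called higher and the 2 called lower with the smallest adjusted p that it does not name there. The tests, their settings, the pathway lists and this rule were set before the data were examined, although the first 1999 rows of each of the paper's supplementary tables (of 13031 to 19755 rows) had been read. No set test was run on those copies.

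The alternatives were pseudocounts of 0.5 and 4, no filter on low counts, TMM scaling, a correction of each library for gene length and GC content (loess span 0.3), library quality weights, the number that opens each mouse's identifier as a random block, an adjusted p under 0.05, no fold threshold, an absolute log2 fold change above 1.5, edgeR (4.0.16, quasi-likelihood test with TMM) and DESeq2 (1.42.0, Wald test without shrinkage) on the recovered reads, and fry and camera for the lists. An adjusted p that DESeq2 left empty was kept empty. Thinning of the reads to equal totals, the same with median-of-ratios size factors, and leaving out mice by identifier number were added after the values had been seen. Gene coordinates, length and GC content came from GENCODE M21 on GRCm38, the same build as mm10, through gene symbols. Of 19758 names 98.5% matched and 291 did not.

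The procedure was tested on simulated data in which 200 genes were changed. The limma test recovered 91.5% of them for WT obese vs WT lean, 93.5% for KO obese vs KO lean, 90.0% for KO lean vs WT lean, 91.5% for KO obese vs WT obese, 94.5% for WT obese+RvE1 vs WT obese and 91.0% for KO obese+RvE1 vs KO obese, with 8 to 18 unchanged genes called. For the interaction of diet and genotype 83.0% were recovered, with 25 unchanged genes called. Simulated genes varied independently, unlike real ones. The shares recovered hold for the changes put in, whose sizes are not given here, and are not the power of the real comparisons. In WT obese mice given RvE1, Myc (log2 fold change -1.12), Smad9 (-1.08) and Fgf21 (1.17) were not called (adjusted p = 0.772 for each in limma). The absence of limma calls with RvE1 therefore does not show that no gene changed. Lists for Kupffer cells, erythroid cells, adipocytes, acinar pancreas and ribosomal proteins were written with the pathway lists, and lists of clock and immediate early genes afterwards. Exon-level and miRNA results were not analysed here, and values of some genes are not reported here.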

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

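All tests of single mice left out were chosen after the values had been seen, and the interaction and the test of the region around Cmklr1 before.

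Of 108 groups of 7 mice, 7 (6.5%) held a mouse whose gap to the nearest other, on the log2 scale, as a share of the group's range, exceeded Dixon's 95% critical value. Chance gives about 1 in 20 groups, so the number of such mice is near what chance gives.

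Foxq1 in KO obese mice was 221.4 normalized counts in mouse 10RL against 1374 to 2699 in the other 6 (gap 0.73 of the range). Without this mouse the log2 fold change with RvE1 was -1.84 (adjusted p = 0.0204 in limma) instead of -1.41 (adjusted p = 0.557). Cish was low in 10RL too, at 64.7 against 302.3 to 1940 in the other vehicle mice and 60.9 to 427.8 in treated mice, while its Foxq1 lay below all treated mice (291.9 to 848.9). Its Nptx1 (10.4) lay within the ranges of both groups, and its Bbc3 (266.3) was the highest of the vehicle mice and within the treated range, so these genes do not decide. Depth did not set 10RL apart, since it had 21188670 reads on listed genes and the lowest KO obese library 15992525. A wrong treatment label was not tested, because the genes that would show it were chosen for their RvE1 response in these mice, and the RvE1 comparison called 0 genes (edgeR 0, DESeq2 14, 1179 at an unadjusted p under 0.05 in limma). No biological explanation was tested.

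Wscd2 was 3.79 normalized counts in KO obese mouse 31L against 14.7 to 23.2 in the others (gap 0.735), and 4.9 in WT obese mouse 6L against 0 to 1.03 (gap 0.6). These are 3 and 5 reads. Without 31L the log2 fold change was 3.73 and without 6L 3.79, and in both cases Wscd2 was the gene called. Cmklr1 argues against an exchange of genotypes, since 31L had 10.1 and 6L 75.4 normalized counts, each within its own genotype. Mouse 6L also held transcripts of adipose tissue (Adipoq 32.3, Lep 52.9), so whether its Wscd2 reads come from there stays open. A difference across the region around Cmklr1, as linked genes of another strain would give, was tested by its neighbours. Of the 96 neighbouring genes tested, 2 had an unadjusted p under 0.05 between KO and WT obese mice. Other windows of the genome had a median of 2 and a 95th percentile of 5, so no excess was seen. With 319 of 14162 genes at that limit in this comparison, the test alone could miss a small regional effect. The paper describes genome editing on a single strain, with littermate controls, which argues against linked genes of another strain. That the edit acts on Wscd2 remains a hypothesis that was not tested.

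Zbtb10 was 154.1 in KO lean mouse 20L against 213.5 to 258.1 (gap 0.632). Without it the log2 fold change was -0.72 instead of -0.80 and the gene was still called (adjusted p = 0.0346), although only 435 genes were called in all without this mouse.

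The other 3 concern genes near RvE1 signalling that changed little. Ltb4r1 was 60.2 in WT obese mouse 27-2L against 24.9 to 32.9 (gap 0.688), and without it the log2 fold change with RvE1 was -0.16. Alox5ap was 9.47 in KO obese+RvE1 mouse 15R against 20.2 to 35.2 (gap 0.57), with 0.26 without it. Lta4h was 210.5 in KO obese mouse 31L against 228.7 to 242.6 (gap 0.584), with 0.03 without it. None was called with or without the mouse. No technical or biological explanation was tested for these.

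The diet effect on Vwa1 differed between genotypes by -1.65 on the log2 scale (adjusted p = 0.0811 in limma, 0.0757 in edgeR). In WT mice it rose from 12.8 to 38.4 normalized counts (log2 fold change 1.47, adjusted p = 0.00189), and in KO mice it was 35.3 in lean and 31.3 in obese mice (-0.19, adjusted p = 0.585). The lean comparison showed it higher in KO mice (1.19). Chance was not excluded for this count of 1 gene, since 6 of 100 random splits gave as many, and the gene was not called with a pseudocount of 4 or the length and GC correction (0 genes each, with 2561 at an unadjusted p under 0.05 with the main settings). A genotype effect limited to lean mice stays open.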

How the results depend on the processing

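Leaving out mice singly or by identifier number, thinning the reads with and without new size factors, and the tests of whether mice with the same number resemble each other and of the number as the source of the lean result were chosen after the values had been seen, and the other alternatives and tests before.

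Of the counts of genes called, 82 values under the alternatives stayed within 1.5 times the count with the main settings and 29 did not. For the pathway lists, 95 values stayed on the same side of the limit and 15 did not. For the named genes, 461 kept their direction and side of the limit, 14 were without a call, 9 were newly called and 2 changed sign. Of the 14, Wscd2 in lean mice has no adjusted p under DESeq2 and is not a lost call.

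Requiring an adjusted p under 0.05 gave 348 genes for WT obese vs WT lean and 480 for KO lean vs WT lean. With no fold threshold there were 878, 3422 and 2123 genes for WT obese vs WT lean, KO obese vs KO lean and KO lean vs WT lean, and an absolute log2 fold change above 1.5 left 105, 135 and 11. These follow from the limits themselves.

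Library quality weights called 1536 genes for KO lean vs WT lean and 1 for KO obese+RvE1 vs KO obese (Zfp445), where the cause was not tested. For the RvE1 comparisons, limma called 0 genes, with 795 at an unadjusted p under 0.05 in WT and 1179 in KO mice. In WT mice edgeR called 1 gene and DESeq2 15, and in KO mice edgeR called 0 and DESeq2 14. In 100 random splits of the libraries, DESeq2 called as many genes in 17 for WT and 16 for KO mice, so chance was not excluded. The newly called named genes, each under DESeq2, include Myc, Smad9, Fgf21, Fndc1, Foxq1, Cish, Nptx1 and Bbc3.

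The interaction of diet and genotype called 1 gene. It called 39 with edgeR, 930 with DESeq2 and 2537 with quality weights, and 0 with a pseudocount of 4, with the length and GC correction, at an adjusted p under 0.05 and with the identifier number as a random block (1117 genes at an unadjusted p under 0.05 under the block). Part of the spread lies at the limit itself. Zscan2, next after Vwa1 by p and named after its value was seen, had an adjusted p of 0.117 in limma and 0.095 in edgeR. DESeq2 also left 4372 of 14093 genes without an adjusted p. The cause of the spread was not tested further. The interaction of RvE1 and genotype called 0 genes in limma, edgeR and DESeq2 (312 genes at an unadjusted p under 0.05 in limma) and under all the other settings run.

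Numbers in the mouse identifiers do not pair the groups, since each number but 23 lies in 1 group, and the sources used here do not say what they mark. No paired analysis was possible because the groups compared share fewer than 2 numbers. Within groups, mice with the same number resembled each other more than other mice, by 0.394 in the correlation of their residuals and by 0.401 after the length and GC correction (one-sided p = 1e-04 for each, the smallest that 10000 shuffles can give). In KO obese+RvE1 mice this was not seen, with -0.183 for the same and -0.155 for other numbers. Fitted as a random block, the number gave 242 genes for WT obese vs WT lean, 750 for KO obese vs KO lean, 3 for KO lean vs WT lean (Cmklr1, Wscd2 and Ms4a6c) and 0 in limma for KO obese vs WT obese, with 75 at an unadjusted p under 0.05. For KO lean vs WT lean 2654 genes had an unadjusted p under 0.05 under the block, against 3488 without it. Since numbers lie within groups, the block counts mice of 1 number as less than independent. In the one-sided Fisher's exact test glycan degradation then had p = 0.179, and lysine degradation, ribosome biogenesis, spliceosome and oxidative phosphorylation p = 1, by construction, since 1 gene was called lower and 2 higher in KO lean mice. The other 5 lists stayed under the limit. Nr4a3, Cxcl13, Ifi27l2a, Wfdc17, Acaca, Ccnt1, Vwa1, Zbtb10 and Snora20, and in obese mice Cmklr1 and Wscd2, were not called under the block. Those of the lean comparison lay near the limit, with an adjusted p of 0.138 at most in limma. Splits that keep the mice of each number together are too few for a share under 0.05. The real split was the largest of 8 for WT obese vs WT lean and of 3 for KO obese vs KO lean (1 split each reached it), and for KO lean vs WT lean 2 of 10 reached it, the other with 1308 genes, so what the numbers mark and genotype cannot be told apart there.

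Leaving out the mice of single identifier numbers changed KO lean vs WT lean to 32 genes without number 21, 8 without 26, 15 without 9 and 1363 without 20, with 1039, 1116 and 818 without 19, 8 and 14. The cause was not tested. With single mice left out, 388 to 1480 genes were called, with 390 without 21L, 388 without 26R, 435 without 20L, 400 without 9L and 1480 without 20R. For KO obese vs WT obese, Wscd2 alone was called without 22L, 6L, 10R or 31L.

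Thinning all libraries to equal totals left 1 gene for KO obese vs WT obese (Wscd2). It moved the median log2 fold change of all genes to 0.14 for KO obese vs KO lean, with 1294 genes higher and 346 lower, and to -0.117 for KO lean vs WT lean, with 259 higher and 751 lower. With median-of-ratios size factors after thinning, these were 713 and 741, and 519 and 333. The balance between higher and lower genes depended on the scaling. For WT obese vs WT lean it was 270 higher and 131 lower at equal totals.

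Camera with an estimated correlation put every list over the limit. Its p was 0.0133 for unsaturated fatty acids and 0.0666 for glycan degradation in WT obese mice, 0.213 for lysine degradation, 0.0625 for ribosome biogenesis, 0.107 for spliceosome and 0.177 for oxidative phosphorylation in KO lean mice, and 0.0355 for unsaturated fatty acids, 0.0217 for elongation, 0.142 for circadian rhythm and 0.116 for ABC transporters in KO obese mice, with adjusted values of 0.108 or more. It allows for correlated genes, but the cause was not tested.

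The sign changed for Ltb4r1 (0.08 with quality weights) and Alox5ap (-0.02 with the length and GC correction) in KO obese mice given RvE1, both near 0. Apart from the block, Nr4a3 was lost with a pseudocount of 4 (-1.95) and Acaca with the length and GC correction (-0.57), while Wscd2 in lean mice had a log2 fold change of 4.97 and no adjusted p under DESeq2. Depth limits Wscd2 in WT mice, where most libraries had 0 or 1 read, and Alox5. No filter on low counts removed nothing for KO lean vs WT lean and WT obese+RvE1 vs WT obese, so it tested nothing there.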

Differences from the paper's values

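For KO obese vs KO lean the paper gives 355 genes higher and 335 lower, and 706 and 770 were found here. An adjusted p under 0.05 (521 higher) and the identifier number as a block (345 higher, 405 lower) lie within 1.5 times the paper's counts, and the other alternatives set before the data were examined do not. The authors' fold changes are shrunken. With their adjusted p kept and unshrunken fold changes, their own genes gave 731 higher and 872 lower.

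For KO lean vs WT lean the paper gives 299 higher and 49 lower, and 514 and 352 were found. The length and GC correction (370) and an adjusted p under 0.05 (318) come within 1.5 times for the genes higher. None does for the genes lower, which ran from 1 under the block and 4 with an absolute log2 fold change above 1.5 to 1081 with no fold threshold. Unshrunken fold changes for the authors' own genes, with their adjusted p kept, gave 616 higher and 344 lower.

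For WT obese+RvE1 vs WT obese the paper gives 2 higher and 7 lower, and limma called 0 and 0 (795 at an unadjusted p under 0.05). DESeq2 gave 3 higher and 12 lower, so it comes within 1.5 times for the first only, and edgeR gave 0 and 1. For KO obese+RvE1 vs KO obese the paper gives 6 and 7, and limma called 0 and 0 (1179 at an unadjusted p under 0.05), edgeR 0 and 0, and DESeq2 5 and 9, which is within 1.5 times. No other alternative came near. DESeq2 called all 9 of the authors' genes in WT and 11 in KO mice. Genes the paper names that it called include Myc, Smad9, Fgf21, Fndc1, Foxq1, Cish, Nptx1 and Bbc3, while Cxcl1 and Pde6c were not called in any setting.

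The log2 fold change of Cyp2b9 in WT mice is 8.05 in the paper and 6.28 here, 8.22 with edgeR and 8.32 with DESeq2, and outside the standard error otherwise. In KO mice it is 8.74 in the paper and 7.64 here, with 8.92 (edgeR), 8.96 (DESeq2), 8.63 (quality weights) and 7.97 (pseudocount 0.5) within the error. Nr4a3 is -5.87 in the paper and -2.86 here, and only edgeR (-5.9) comes within the error. Orm3 is 3.70 in the paper and 4.31 here, with edgeR (3.86), DESeq2 (3.85) and a pseudocount of 4 (3.99) within it. Wscd2 in lean mice is 4.72 in the paper and 3.62 here, with edgeR (4.71) and DESeq2 (4.97) within it. The other 27 of 32 log2 fold changes were within the error.

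The fold enrichment of unsaturated fatty acid biosynthesis in KO obese mice is 5.37 in the paper and 3.25 here, and only the block (6.38) is within 1.5 times. That of ABC transporters is 3.31 in the paper and 2.19 here, with no filter (2.21), DESeq2 (2.52), the length and GC correction (2.36) and the block (4.49) within it. The lists used here are not KEGG's own.

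Statements of the paper that the values here do not bear out, or bear out only in part, are as follows. The paper calls Cmklr1 the gene with the greatest decrease in lean KO mice. That holds for the authors' shrunken fold changes, where Cmklr1 (-2.25) is the 1 gene lower by an absolute log2 fold change above 1.5. By the unshrunken fold changes here Nr4a1 (-2.76), named after its value was seen, fell by more than Cmklr1 (-2.23). With the identifier number as a block Cmklr1 (-2.25) was the one gene called lower, as the paper has it, and Nr4a1 (-2.84) was not called (adjusted p = 0.139). In the other settings that keep the main thresholds and all mice, a gene other than Cmklr1 led the genes called lower. Wscd2 had the greatest increase, as in the paper. The paper lists Aatk and Tpm2 among the most increased genes in WT obese mice, where they ranked 11 and 23 of 317, with Cyp2b9 at 1 and Cfd at 3. The paper treats the RvE1 response as distinct between genotypes, while the interaction called 0 genes in limma, edgeR and DESeq2 (312 at an unadjusted p under 0.05 in limma). The power of this interaction test was not simulated, so 0 calls do not show that the responses were alike. Exon-level differences with RvE1, which the paper also reports, were not analysed here. Fgf21 and Fndc1 had a lower log2 fold change with RvE1 in KO than in WT mice, at an unadjusted p of 0.0393 and 0.0117.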

Other observations

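The tests of gene length and GC content and of a few genes taking most counts for KO lean vs WT lean, of Kupffer cells, of the similarity of fold changes between genotypes, of splits and resemblance by identifier number, of adipose transcripts per mouse, and the exact permutation tests of marker lists were chosen after the results had been seen, as was the thinning of reads, and the others before.

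In 100 random splits of the libraries, 1 gave as many genes as WT obese vs WT lean (the real split) and 1 as KO obese vs KO lean, so chance was excluded for these 2 counts as far as mice are independent. For KO lean vs WT lean 3 splits gave as many genes, with 991 genes in the largest other split. Each of the 10 pathway lists was reached by 1 split. The other splits called a median of 0 genes, and a split without calls cannot enrich a list. The list results therefore follow from the counts and do not exclude chance for the lists themselves. These splits treat all mice as exchangeable, while mice sharing an identifier number resembled each other (difference 0.394, one-sided permutation test, p = 1e-04). Of the 10 lean splits that keep the mice of each number together 2 reached the count, the other with 1308 genes, and with the number as a random block 3 genes were called, so a grouping by number was not excluded for the lean count and its 4 pathway lists. For the diet comparisons such splits are too few (8 and 3), and 242 and 750 genes were called with the block, where glycan degradation did not pass (adjusted p = 0.299). For KO obese vs WT obese 6 of the 100 random splits gave as many, so chance was not excluded for the count. The count takes no account of which genes are called, here the targeted gene Cmklr1 and its neighbour Wscd2. Both changed in the same direction in the lean mice, which are other animals (-2.23 and 3.62). They were called there with the number as a random block too. This repeat argues against chance for these 2 genes. For the 2 RvE1 comparisons and the interaction of RvE1 with genotype limma called 0 genes (795, 1179 and 312 at an unadjusted p under 0.05; DESeq2 15, 14 and 0, edgeR 1, 0 and 0). All 100 splits reach a count of 0 by construction, so they decide nothing there. For the DESeq2 counts 17 splits in WT and 16 in KO mice gave as many, so chance was not excluded for these.

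Of the 866 genes of KO lean vs WT lean, 464 stayed called after the length and GC correction (582 called in all), 604 at equal read totals (1010 in all) and 856 with TMM scaling (863 in all). Equal read totals change the scaling along with the depth. With median-of-ratios size factors after thinning, 781 stayed called (852 in all). Most of the calls lost at equal totals therefore follow from the scaling and not from depth. Gene length and GC content, depth and a few genes taking most counts do not account for the whole. The first may account for the genes no longer called after its correction, and depth for those lost with the new size factors. The oxidative phosphorylation and spliceosome lists also stayed past the limit after the length and GC correction (larger adjusted p 0.00319). A candidate explanation is that the KO lean mice stand apart from the other groups. In 87 of 100 resamplings of the mice the fold changes of the KO diet comparison mirrored those of the lean comparison more closely than those of the WT diet comparison matched them, which leaves this open (slopes -0.63, 95% interval -0.8 to -0.36, and 0.36, 0.09 to 0.58, over 863 genes). The fold changes of KO lean vs WT lean and KO obese vs KO lean had a correlation of -0.53 across 13005 genes. Both use the KO lean libraries, and simulated groups without any effect gave -0.83 to -0.11 with a median of -0.53, so the shared libraries alone may give it.

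Of the 13 Kupffer cell markers, all were higher in KO lean than WT lean mice and 10 were called, with a median log2 fold change of 0.84 (adjusted p = 0.0069 in limma's fry test). Unadjusted, fry gave 0.000828, and an exact permutation test of the list's mean over 3432 splits a two-sided p = 0.000583, both with mice taken as independent. The most abundant were Cd5l, with 3798 against 1513 normalized counts, and Clec4f, with 3031 against 1509. A larger share of Kupffer cells is consistent with this, as is a change within these cells, which bulk RNA does not separate. In KO obese vs KO lean 9 were called and 11 were lower (median -0.75, adjusted p = 0.000645), in a comparison that shares the KO lean mice. In WT obese vs WT lean the median was 0, in KO obese vs WT obese 0.1, and with RvE1 0.29 in WT and 0.14 in KO mice, none past the limit. Blood, adipose or pancreas tissue in the lean livers cannot be told apart from its absence, since 3 of 9 erythroid, 3 of 8 adipocyte and 1 of 19 acinar markers were tested (smallest adjusted p 0.312). Ribosomal proteins were not past the limit in any comparison (smallest adjusted p 0.158, KO obese vs KO lean).

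Cfd, a transcript of adipocytes, had a log2 fold change of 4.34 in WT obese vs WT lean. Of the abundant adipocyte transcripts set beforehand to be compared with it (Adipoq, Retn, Fabp4, Plin1 and Lep), Fabp4 alone is in the table, at 0.5, a gap of 3.84 that rests on 1 gene and decides nothing by itself. The wider list of adipocyte markers adds Cidea (2.335) and Adrb3 (0.431), and all 4 tested, Cfd included, were higher (median 1.42, adjusted p = 0.00036), with Cfd the one called. The table of KO obese vs WT obese lists the missing transcripts in the same WT obese mice. Mouse 6L had 32.3 normalized counts of Adipoq, 28.4 of Plin1, 52.9 of Lep and 2.94 of Retn, and the lowest Cfd, 134. In the other 6 mice none of these transcripts exceeded 1.41, while Cfd was 145 to 610. Taking all Cfd of 6L as adipose, Cfd in these mice was 54.8 times or more (median 107.8) what their adipose transcripts would bring, which argues against adipose tissue in the livers as the source of the rise. An effect of diet on Cfd in the liver stays open.

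The circadian list was higher in KO obese mice. Clock activators had a median log2 fold change of -0.3 and outputs and repressors 0.37, a difference of -0.67 that 4.38% of 10000 random draws matched. A different phase of the clock at harvest is consistent with this, but Nr1d1 (-0.72), Nr1d2 (-0.17) and Dbp (-0.08) went the other way, and no harvest time was used here. An effect of diet on the clock stays open.

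Besides Nr4a3, 14 of 15 other immediate early genes were lower in WT obese than WT lean mice (median log2 fold change -0.87). The fry test gave 0.00332, and an exact permutation test of their mean over 3432 splits a two-sided p = 0.00291, both with mice taken as independent. Mouse 19R, with the highest Nr4a3 (456.3 against 23.8 in the next), ranked 2 in their mean. An acute response in some WT lean livers at harvest may account for Nr4a3, and an effect of diet stays open.

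In the authors' deposited tables, 1373 of 2637 genes at an adjusted p under 0.1 for KO lean vs WT lean have a log2 fold change within 0.01 of 0. In a refit without shrinkage, 100% of these were above 0.1 in size and 317 exceeded a fold change of 1.5, of which 107 were higher and 210 lower. For KO obese vs KO lean, 2019 of 3953 lie within 0.01 and 1988 of them were above 0.1 in the refit. With the authors' adjusted p kept and unshrunken fold changes, 616 genes were higher and 344 lower past a fold change of 1.5 for KO lean vs WT lean. Their table gives 299 and 49. For KO obese vs KO lean the counts were 731 and 872, against 355 and 335 in their table. Shrinkage of fold changes therefore lowered the number of genes past a fold threshold in those tables.

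Fold changes with diet in WT and KO mice had a correlation of 0.493 across 13924 genes, reached by 2 of 100 random splits (median 0.141), so chance was excluded as far as mice are independent. Those with RvE1 had 0.40, reached by 15 of 100 (median 0.211), so chance was not excluded. Genes are not independent replicates.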
